# Liver transcriptome analysis in gilthead sea bream upon exposure to low temperature

**DOI:** 10.1186/1471-2164-15-765

**Published:** 2014-09-06

**Authors:** Alba N Mininni, Massimo Milan, Serena Ferraresso, Tommaso Petochi, Patrizia Di Marco, Giovanna Marino, Silvia Livi, Chiara Romualdi, Luca Bargelloni, Tomaso Patarnello

**Keywords:** Gilthead sea bream, Winter syndrome, Cold stress, Microarray, Gene expression, Liver

## Abstract

**Background:**

Water temperature greatly influences the physiology and behaviour of teleost fish as other aquatic organisms. While fish are able to cope with seasonal temperature variations, thermal excursions outside their normal thermal range might exceed their ability to respond leading to severe diseases and death.

Profound differences exist in thermal tolerance across fish species living in the same geographical areas, promoting for investigating the molecular mechanisms involved in susceptibility and resistance to low and high temperatures toward a better understanding of adaptation to environmental challenges. The gilthead sea bream, *Sparus aurata*, is particularly sensitive to cold and the prolonged exposure to low temperatures may lead to the "winter disease", a metabolic disorder that significantly affects the aquaculture productions along the Northern Mediterranean coasts during winter-spring season. While sea bream susceptibility to low temperatures has been extensively investigated, the cascade of molecular events under such stressful condition is not fully elucidated.

**Results:**

In the present study two groups of wild sea bream were exposed for 21 days to two temperature regimes: 16 ± 0.3°C (control group) and 6.8 ± 0.3°C (cold-exposed group) and DNA microarray analysis of liver transcriptome was carried out at different time points during cold exposure.

A large set of genes was found to be differentially expressed upon cold-exposure with increasingly relevant effects being observed after three weeks at low temperature. All major known responses to cold (*i.e.* anti-oxidant response, increased mitochondrial function, membrane compositional changes) were found to be conserved in the gilthead sea bream, while, evidence for a key role of unfolded protein response (UPR) to endoplasmic reticulum (ER) stress, during short- and long-term exposure to cold is reported here for the first time.

**Conclusions:**

Transcriptome data suggest a scenario where oxidative stress, altered lipid metabolism, ATP depletion and protein denaturation converge to induce ER stress. The resulting UPR activation further promotes conditions for cell damage, and the inability to resolve ER stress leads to severe liver dysfunction and potentially to death.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-765) contains supplementary material, which is available to authorized users.

## Background

Teleosts are ectotherms and water temperature greatly influences their physiology and behaviour. Within the species-specific thermal tolerance ranges, fishes are able to cope with natural temperature changes, such as daily and seasonal variations. However, close to or beyond the limits of thermal tolerance, physiological adaptation is no longer capable to cope with environmental conditions and fish health and survival are threatened [1, 2]. Thermal stress trigger cellular and organismal responses activating a cascade of events that may lead to pathological conditions and ultimately to death. There are, however, profound differences in thermal tolerance even among fish species with similar geographic distribution [1–3]. Investigating the molecular mechanisms underlying the susceptibility to cold temperatures could provide a better understanding of how organisms either adapt or fail to respond to environmental challenges. The gilthead sea bream, *Sparus aurata* Linneus 1758, although a relatively robust species, is particularly sensitive to cold: when water temperature drops below 12°C, fish become minimally active, reducing food intake and metabolism. For this species the lethal temperature is higher (around 5°C) compared to other teleosts with similar ecological traits and geographic distribution (*e.g.*, European sea bass *Dicentrarchus labrax*, meagre *Argyrosomus regius*) [3, 4].

In the gilthead sea bream, the persistence of low temperatures for a long time may predispose to the "winter disease", a syndrome that involves several factors such as generalized stress, metabolic depression, immune suppression and opportunistic pathogen infections. Along the Northern Mediterranean coasts and lagoons, the outbreak of winter disease may lead to fish mass mortality up to 80% during the winter season, with significant economic losses for semi-intensive and extensive aquaculture production [5–9].

Several aspects of the physiological response to low temperatures in the gilthead sea bream have been investigated both in natural populations and under laboratory conditions [3, 10–13], providing evidence that metabolic depression and oxidative stress occur in different tissues after cold exposure. One of the main pathological consequences of the limited response to cold exposure in the sea bream is the onset of a severe hepatic steatosis, suggesting that liver dysfunction might be at the basis of several winter disease symptoms [10]. However, the cascade of molecular events underlying the response to cold in this temperature-sensitive species is not fully elucidated. Winter disease represents an extreme example of the complex interactions between organismal physiology and environmental stressors, which remain a central issue in aquatic animal ecology [14]. Until recently, biochemical and molecular studies on organismal adaptation to environmental variations were limited to single or few proteins or genes. High-throughput transcriptome analysis, however, now provides an unprecedented view of global transcriptome response to environmental stressors. In particular, DNA microarray and next-generation sequencing, provided detailed molecular information on genomic responses of teleosts to hypoxia [15, 16], heat shock [17–20], cold shock/cold stress [16, 21–28]. In the present study an oligo-DNA microarray representing 19,734 *S. aurata* unique transcripts [29] was used to investigate the response to cold on liver, as this organ exerts important metabolic functions in cold adaptation processes [10, 21]. Fish were exposed for 21 days to 6.8°C in order to simulate environmental conditions that frequently occur during winter in the Northern Mediterranean coastal areas. This critical temperature is near to the lethal threshold reported for this species. The experiment was carried out during winter season, to prevent seasonal impact that might influence the physiological status of the fish. DNA microarray analyses were carried out at four different time points (0 h, 6 h, 24 h and 21 day) in order to compare liver transcriptome profiles in cold-exposed and control individuals (16 ± 0.3°C).

## Results

### Growth and liver condition

The effects of low temperature exposure on growth and liver condition of sea bream are summarized in Table 1. The body weight (BW) was only slightly reduced in cold-exposed groups at the end of the experiment (21d), with no differences observed at starting time (0 h) with controls.

**Table 1:** **Mean value (±SD) of growth parameters and liver condition in control (CTRL) and cold exposed groups (COLD) at the start (0 h) and at the end (21d) of experiment**

Time	0 h		21d	
	CTRL	COLD	CTRL	COLD
**BW (g)**	121.3 ± 17.3^a^	121.2 ± 14.7^a^	118.6 ± 17.5^a^	119.7 ± 20.3^a^
**TL (cm)**	21.2 ± 1.0^a^	21.3 ± 0.9^a^	21.5 ± 1.1^a^	21.3 ± 1.0^a^
**LW (g)**	1.87 ± 0.72^a^	2.07 ± 0.63^a^	1.10 ± 0.45^b^	2.48 ± 0.85^c^
**HSI**	1.52 ± 0.48^a^	1.7 ± 0.44^b^	0.92 ± 0.33^c^	2.04 ± 1.51^d^
**Steatosis (%)**	25^a^	35^a^	5^a^	100^b^

Different letters represent significant differences between groups and sampling time at p<0.05.

Conversely, liver weight and hepatosomatic index (HSI) significantly increased in cold-exposed groups (6.8 ± 0.3°C) at 21d and in comparison with the control groups (16 ± 0.3°C). In most of fish exposed to cold, the liver appeared yellowish and friable and affected by steatosis. No mortality occurred during the trial.

### Microarray analysis

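Liver RNA of gilthead sea bream was hybridized on 24 one-colour arrays, one for each pool of fish, with 3 pools of cold-exposed fish and 3 pools of controls at each of 4 time points, called 0 h, 6 h, 24 h and 21d. In each group 1 pool held 4 fish and the other two held 3 fish each. Cold-exposed fish were kept at 6.8°C and controls at 16°C. Each array carried 40816 features, of which 39379 were probes for 19722 sea bream transcripts, and 19657 of these transcripts had 2 probes. The authors read the arrays with Agilent Feature Extraction and deposited, for each array, the fluorescence intensity of every feature after subtraction of the background, on a linear scale and not normalized between arrays. They also deposited a table of intensities normalized between arrays by cyclic lowess. Between 52.1% and 80.4% of the probes of an array were well above background by the flag of the scanner software. The median share over the 3 pools of a group was 63.8%, 62.9%, 63.9% and 65.5% in cold-exposed fish and 67.5%, 56.4%, 54.8% and 61.4% in controls, at 0 h, 6 h, 24 h and 21d. The number of arrays limits the precision of every value.
The background-subtracted signals were taken to log2 and normalized with the cyclic loess function of limma, after which the median SD between the 3 pools of a group was 0.40 on the log2 scale. A probe was kept if it was well above background on all 3 arrays of at least 1 of the 8 groups, which left 25407 probes of 14028 transcripts, and the probes of a transcript were averaged. A limma model with 1 mean per group was fitted over the 24 arrays, with 16 residual degrees of freedom. A transcript counted as differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. The arrays lay on 10 slides, 7 of which held arrays of more than 1 group, and were scanned on 9 days. These were tried as blocks in the model.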

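In a PCA of centred log2 values of the 14008 transcripts with a value on every array, the first component held 27.1% of the variance, the second 16.4% and the third 11.7%. The first 2 components together held 43.5%. The scale of the values moved these shares most. With signals on a linear scale, the first 2 components held 65.4% and the third 8.54%. On the linear scale the first component no longer parted cold-exposed pools from controls (exact permutation test, two-sided, p between 0.5 and 0.8 over the 4 time points).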

A Principal Component Analysis (PCA) of microarray data (Figure 1) showed that 72.4% of the observed transcriptional changes were explained by the first two components and 6.2% by the third component. 

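On the log2 scale all 12 cold-exposed pools had a score above 0 on the first component, and 0 of the 12 control pools did. The mean score of the cold-exposed pools was 18.7 ± 8.72 (SD, n = 3) at 0 h, 20.3 ± 16.8 at 6 h, 62.7 ± 6.75 at 24 h and 43.9 ± 5.95 at 21d. Control means were −37.7 ± 14.8, −30.5 ± 16.1, −30.4 ± 8.93 and −46.9 ± 9.99 at the same time points. At each time point cold-exposed pools and controls did not overlap on this component (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pools against 3 allow). With arrays scaled by their spike-in controls they overlapped at 0 h, 6 h and 24 h (same test, exact permutation p = 0.5, 0.8 and 0.4) and did not at 21d (p = 0.1). The first component did not part the cold-exposed pools of 21d from the 9 cold-exposed pools of the earlier time points (exact permutation test, two-sided, p = 0.505). The third component did, with a mean score of 59.3 ± 1.99 (SD, n = 3) at 21d (exact permutation test, two-sided, p = 0.00455, the smallest p that 3 against 9 allow). The third component was tested after its scores had been seen.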

Since along the first component samples are ordered according to time of exposure, it seems evident already from such an exploratory analysis that long-term exposure to cold (21 days) caused the largest transcriptional variation between cold-exposed and control groups.

**Figure 1:**
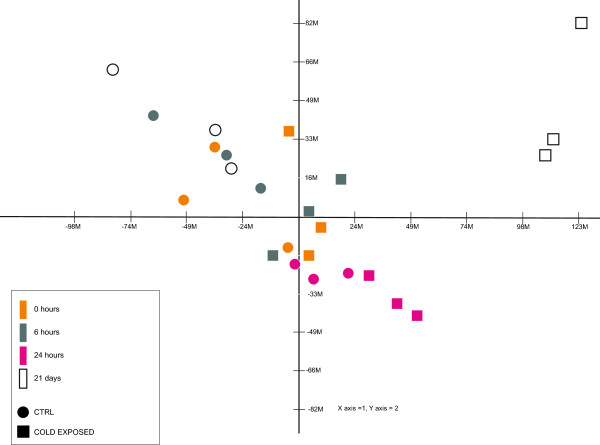
**PCA of** ***S. aurata*** **liver gene expression profiles in controls (circle) and cold groups (square) at the different sampling points.**

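Over the 14028 transcripts tested, limma called between 654 and 2652 DEGs per time point, and the median standard error of a log2 fold change was 0.31. On simulated data with the spread of these arrays, in which 200 transcripts changed 3-fold at 24 h, the same steps recovered 136 of them with 9 false calls, and made 0 calls at 0 h, where nothing changed. A two-class SAM test on the same normalized values recovered 52 with 2 false calls at 24 h, and made 2 calls at 0 h. The simulated errors were independent between arrays, and as many transcripts rose as fell. In the data, arrays of 1 slide were correlated (consensus correlation of residuals 0.45), so the simulation says nothing on false calls that slides could cause. Differences in the cold effect between successive time points were tested in the same model. The effect at 6 h differed from that at 0 h in 1 transcript (SAPD13689, named after its value was seen), the effect at 24 h from that at 6 h in 55, and the effect at 21d from that at 24 h in 1324, of which 770 were higher and 554 lower at 21d. With 1 pool left out, the count of 1 fell to 0 in 9 of 12 fits. The count of 55 then ran from 0 to 245 and that of 1324 from 958 to 1535. Scaling arrays by their spike-in controls lowered each of these counts.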

To evaluate the effects of low temperature, pair-wise comparisons between cold-exposed and controls at each time point using a two-class SAM test (FDR = 5%; FC > 2; see Methods) were carried out, showing large sets of over- and under-expressed genes in cold-exposed animals, with increasingly relevant effects being observed at later time points (see Table 2). 

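At 0 h limma called 654 DEGs, 364 over-expressed and 290 under-expressed in cold-exposed fish. There were 1265 DEGs at 6 h, with 692 over- and 573 under-expressed transcripts, and 2525 at 24 h, with 1220 over- and 1305 under-expressed transcripts. At 21d 1379 transcripts were over-expressed and 1273 under-expressed, 2652 in all. By the adjusted p alone, without the fold-change threshold, the numbers were 1001, 2072, 3960 and 4177. The count at 0 h moved most with the settings. It fell to 43 when only the 6 arrays of that time point were fitted, 42 of which were among the 654. A two-class SAM test at an FDR of 5% called 347, 1408, 2916 and 3318 DEGs at 0 h, 6 h, 24 h and 21d. With 1 pool left out at a time, limma called between 504 and 677 DEGs at 0 h, 923 and 1569 at 6 h, 2093 and 2711 at 24 h, and 2221 and 2554 at 21d. With slide as a fixed block the counts were 688, 1209, 2129 and 2661, of which 461, 967, 1636 and 2293 were among those called without the block.

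**Figure D1:**
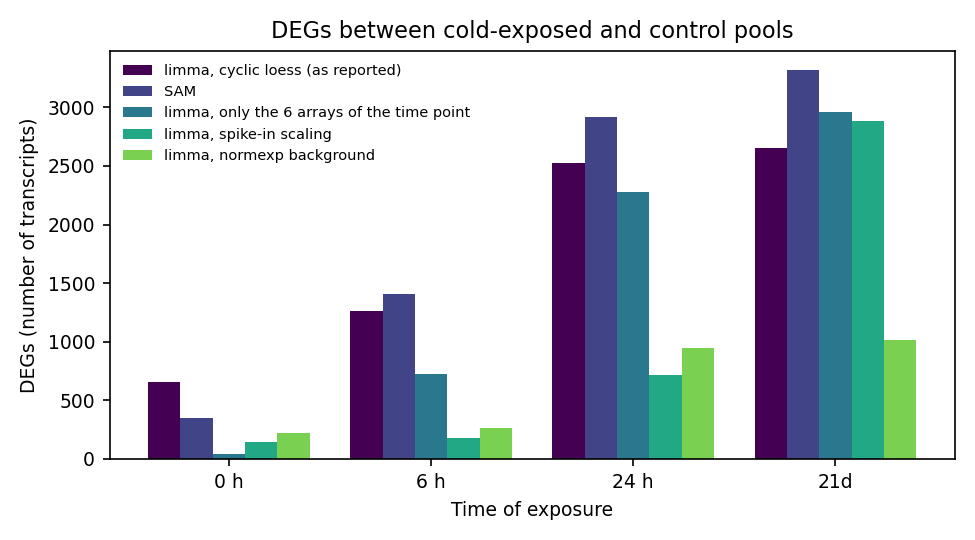
Number of DEGs (vertical axis) at each time point (horizontal axis) by limma as reported, by SAM, by limma on only the 6 arrays of the time point, with spike-in scaling in place of cyclic loess and with normexp background correction. The bars as reported stand at 654, 1265, 2525 and 2652.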

A total of 198 (109 up- and 89 under-expressed), 1,419 (709 over- and 710 under-expressed), 3,124 (1,548 over- and 1,576 under-expressed) and 4,194 (1,835 over- and 2,359 under-expressed) differentially expressed genes (DEGs) were obtained at 0 h, 6 h, 24 h and 21d, respectively (Additional file 1). 

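Of the 4716 transcripts called by limma at 1 time point or more, 3161 were called at 1 time point only and 221 at all 4. Among the 221, 124 were over-expressed at every time point, 95 were under-expressed at every time point and 2 changed direction. The share of DEGs found at no other time point was 12.5% at 0 h, 25.1% at 6 h, 46.3% at 24 h and 60.0% at 21d. DEGs shared by 24 h and 21d numbered 899, of which 863 had the same direction. Leaving out 1 array at a time gave between 184 and 226 DEGs common to all time points, while fitting only the arrays of each time point gave 26.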

A substantial overlap was observed between DEGs at different time points (see Figure 2), although just 72 transcripts were significantly differentially expressed along the entire experiment. 

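At each time point the 2 over-expressed and the 2 under-expressed DEGs with the largest log2 fold change among transcripts well above background on all 6 arrays are given here by their transcript ID, as the array files carry no gene names. At 0 h SAPD25281 had a log2 fold change of 3.81 and SAPD15736 one of 3.68, while SAPD05112 had −2.84 and SAPD18391 −2.57. SAPD15736 reached 4.88 at 6 h, where SAPD07055 had 4.15, SAPD19184 −4.23 and SAPD01822 −3.46. The 24 h values were 4.21 for SAPD09036, 3.83 for SAPD21425, −3.93 for SAPD06865 and −3.91 for SAPD07804. At 21d SAPD03740 rose by 7.05 (standard error 0.38) and SAPD19875 by 6.05 (0.40), while SAPD01654 had −6.62 (1.28) and SAPD07804 −5.03 (1.19). SAPD03740 had a normalized log2 signal of 14.68 ± 0.04 (SD, n = 3) in cold-exposed pools and 7.63 ± 0.14 in controls. The adjusted p of limma ranged from 8.2e-10 for SAPD03740 at 21d to 0.0217 for SAPD18391 at 0 h. With 1 pool left out, SAPD05112 at 0 h was lost without replicate 1 of the cold-exposed pools and without replicate 3 of the controls (adjusted p = 0.0599 and 0.056), and SAPD07804 at 24 h without replicate 3 of the cold-exposed pools and without replicate 1 of the controls (adjusted p = 0.133 and 0.0809). SAPD18391 was kept in 2 of 6 such fits, with adjusted p up to 0.0893 without replicate 2 of the cold-exposed pools. SAPD07804 had 1 probe kept, and its calls at 24 h and 21d were lost without the filter on dim probes. At 24 h its call was also lost with slide or scan day as a fixed block and when only the arrays of 24 h were fitted. The call of SAPD15736 at 0 h was lost when only the arrays of 0 h were fitted. SAPD05112 was called in 11 of 14 alternative settings and SAPD18391 in 13 of 15.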

The response to cold was strong not only in terms of total number of DEGs, but also in the degree of transcriptional changes. 

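DEGs with an absolute log2 fold change of at least 2 numbered 114 at 0 h (70 over- and 44 under-expressed) and 243 at 6 h (160 over- and 83 under-expressed). They numbered 521 at 24 h (252 over- and 269 under-expressed) and 583 at 21d (311 over- and 272 under-expressed). Normexp background correction, which draws the fold changes of dim probes toward 0, moved these counts most, to 15, 33, 85 and 142. With 1 pool left out they ranged from 110 to 154 at 0 h, from 210 to 365 at 6 h, from 455 to 655 at 24 h and from 523 to 641 at 21d. The count of 365 was reached without replicate 1 of the controls at 6 h.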

Thirty DEGs at 0 h (21 over- and 9 under-expressed), 202 at 6 h (141 over- and 61 under-expressed), 485 at 24 h (240 over- and 245 under-expressed), 660 at 21d (318 over- and 342 under-expressed) showed large FCs (log_2_FC ≥ 2) (see Table 2). The time component in transcriptome regulation appears to be largely due to the effect of cold exposure, as SAM tests performed comparing only control samples across different time points showed no differentially expressed genes (FDR = 5%). Such evidence confirms that the liver transcriptome in control animals is relatively unaffected by the duration of the experiment *per se*, despite the fact that controls were also fasted to increase comparability with cold-exposed animals. 

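Among the 12 control pools, 116 transcripts passed limma's F test over the 4 time points at an adjusted p under 0.05, and 1979 had an unadjusted p under 0.05. By pairs of time points, with the fold-change threshold added, the largest number was 129 between 21d and 24 h, followed by 70 between 21d and 0 h and 50 between 21d and 6 h. The 3 pairs without 21d gave 7, 3 and 1. SAM by pairs also called most transcripts between 21d and 24 h, followed by 21d and 0 h, but did not call any between 21d and 6 h. A multi-class SAM test over the same pools called 2 transcripts, SAPD04888 and SAPD16701, which are named after their values were seen. A limma fit of the 12 control arrays alone also left 2, and with slide as a fixed block 2 passed, while 95 passed with slide as a random block. The count varied with the pool left out: it was 24 without replicate 3 of the controls at 21d, 42 without replicate 1 and 40 without replicate 2 of the same group, and 170 without replicate 1 of the controls at 6 h. From the absence of DEGs in its own SAM test of the controls, the paper reasons that the changes over time appear to be largely due to cold.

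**Figure D2:**
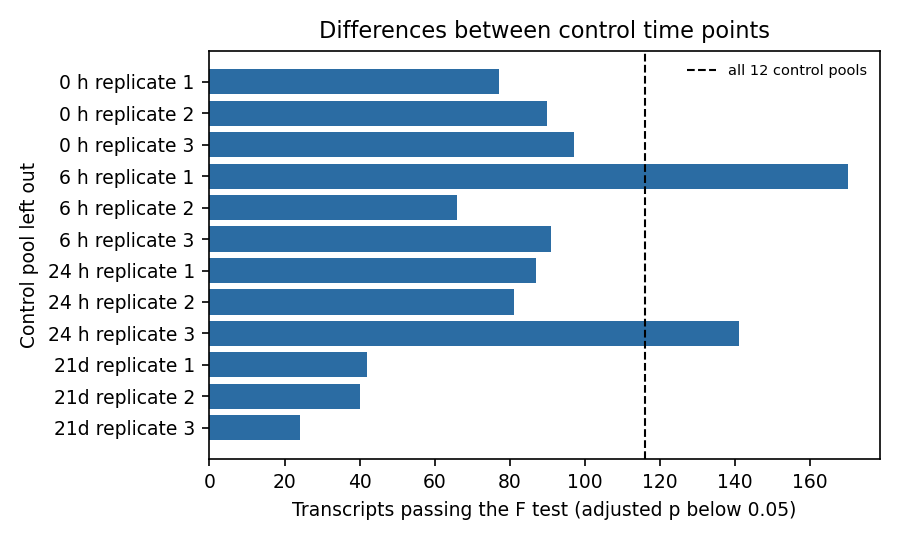
Number of transcripts passing the F test over the control time points (horizontal axis) with each control pool left out in turn (vertical axis). The dashed line marks the 116 found with all 12 control pools, and the bars run from 24 to 170.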

A complete list of DEGs is available in Additional file 1.

**Table 2:** **Absolute number of differentially expressed genes (DEGs) at each time-points after temperature drop**

TIME	N° of D.E.G.		Number of D.E.G. at different FC		
			log _2_FC > 3.32	2 ≤ log _2_FC ≤ 3.32	1 ≤ log _2_FC < 2
**0 h**	UP	109	1	20	88
	DOWN	89	0	9	80
**6 h**	UP	709	16	125	568
	DOWN	710	5	56	649
**24 h**	UP	1548	16	224	1308
	DOWN	1576	36	209	1331
**21d**	UP	1835	36	282	1517
	DOWN	2359	34	308	2017

In the right part of the table it is reported the absolute count of genes for each category of log2 fold change (FC) classification.

**Figure 2:**
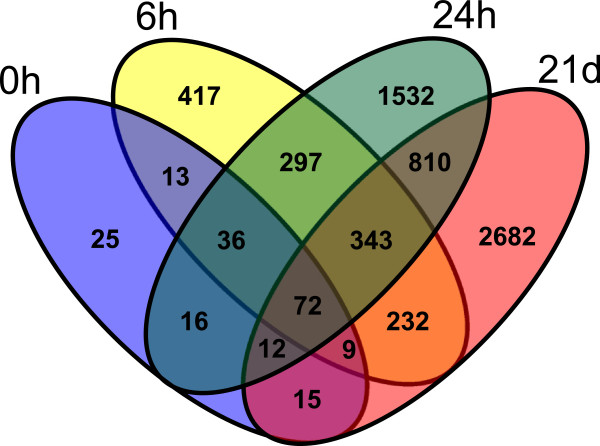
**Venn diagram showing the number of common differentially expressed genes at the four sampling time-points, obtained by SAM.**

A useful tool for reducing the complexity of large sets of DEGs is functional annotation and enrichment analysis, which highlights the most significant biological processes across DEGs (Additional file 2). The most significant process at 0 h was GO:0043433 ~ negative regulation of transcription factor activity, with three DEGs: *heme oxygenase (decycling) 1* (HMOX1), *CAAT/enhancer binding protein gamma* (CEBPG), and *DNA-damage-inducible transcript* (DDIT3), more commonly reported as CHOP. 

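The transcript IDs of Additional file 1 pair these 3 proteins with 1 transcript each. HMOX1 (SAPD06238) had a normalized log2 signal of 10.13 ± 0.06 (SD, n = 3) in cold-exposed pools at 0 h and 8.16 ± 0.35 in controls, a log2 fold change of 1.97 (standard error 0.47, limma adjusted p = 0.0132). Without replicate 3 of the controls its adjusted p was 0.0539, and the call was lost with spike-in scaling. CEBPG (SAPD13921), with 1 of its 2 probes kept, was not called at 0 h, with a log2 fold change of −0.56 (standard error 0.47, limma adjusted p = 0.549) and a spread of 1.42 (SD) between control pools. The kept probe of DDIT3 (SAPD04287) was not well above background on any control array at 0 h, and was on 2 of the 3 cold-exposed arrays. DDIT3 was called over-expressed (limma adjusted p = 0.00575), and no fold is given, as signals of both groups were near background. The call of DDIT3 was lost when only the 6 arrays of 0 h were fitted, at an adjusted p of 0.0594, the highest of its 13 alternative settings, which began at 0.00187.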

All three genes have been reported to be involved in antioxidant response, although DDIT3/CHOP is best known as one of the main effectors of the Unfolded Protein Response (UPR) [30]. Highly relevant to response to oxidative stress, is also *Kelch-like ECH-associated protein 1* (KEAP1, Additional file 1), a cytosolic inhibitor of *nuclear factor erythroid 2-like 2* (NFE2L2, better known as NRF2). 

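KEAP1 (SAPD06010), whose 2 probes were well above background on every array at 0 h, had a normalized log2 signal of 12.43 ± 0.17 (SD, n = 3) in cold-exposed pools and 11.29 ± 0.10 in controls. Its log2 fold change was 1.14 (standard error 0.16, limma adjusted p = 0.000227) and stayed between 1.07 and 1.24 with each pool left out. Over 14 alternative settings the adjusted p lay between 2.9e-05 and 0.0829, and the call was lost when only the 6 arrays of 0 h were fitted and with arrays scaled by their spike-in controls.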

Changes in the cellular redox state induce NFE2L2/NRF2 dissociation from KEAP1, its nuclear import and the transcriptional activation of several antioxidant genes, including HMOX1, and of its own inhibitor, KEAP1. Up-regulation of KEAP1 and HMOX1, as observed at 0 h as well as 6 h, 24 h and 21d, suggests an immediate and sustained activation of NFE2L2/NRF2, the main transcription factor involved in the cellular response to oxidative stress.

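At 6 h and 24 h KEAP1 was over-expressed by 1.80 and 2.12 on the log2 scale (limma adjusted p = 1.02e-06 and 8.9e-08), and the call at 6 h was lost with spike-in scaling. At 21d its log2 fold change was 0.57 (standard error 0.16, limma adjusted p = 0.0121), under the 2-fold threshold, and the fall of 1.56 from 24 h to 21d had an adjusted p of 0.000329 for the difference. With spike-in scaling KEAP1 was called over-expressed at 21d (1.31, adjusted p = 0.0423). Its difference from 24 h to 21d then did not pass (−0.88, adjusted p = 0.55). HMOX1 was under-expressed at 6 h, with 8.60 ± 0.94 (SD, n = 3) in cold-exposed pools and 10.04 ± 0.32 in controls, a log2 fold change of −1.43 (standard error 0.47, limma adjusted p = 0.0441). This call held without replicate 3 of the cold-exposed pools and without replicate 1 of the controls, and was lost without each of the other pools, where the adjusted p lay between 0.109 and 0.236. It held in 5 of 15 alternative settings, with adjusted p from 0.0158 to 0.386. The change of HMOX1 from 0 h to 6 h, −3.41 on the log2 scale, did not pass the test of the difference (adjusted p = 0.211), although it did with slide as a random block (adjusted p = 0.028). HMOX1 was not called at 24 h (log2 fold change 0.10, limma adjusted p = 0.9) or at 21d (−0.61, adjusted p = 0.351). With slide or scan day as a fixed block HMOX1 was called under-expressed at 21d, with log2 fold changes of −1.19 and −1.24, and over the alternative settings its adjusted p at 21d ran from 0.0219 to 0.818. From the up-regulation it describes for KEAP1 and HMOX1, the paper proposes an activation of NFE2L2/NRF2.

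**Figure D3:**
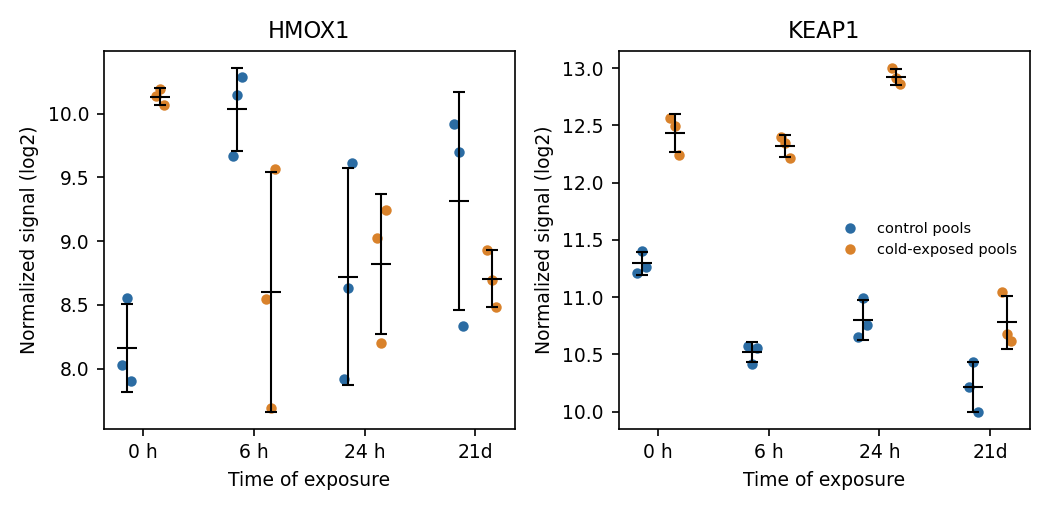
Normalized log2 signal (vertical axis) of HMOX1 and KEAP1 in each cold-exposed and each control pool at the 4 time points (horizontal axis), with the mean and SD of each group of 3 pools. At 6 h the cold-exposed pools average 8.60 for HMOX1 and the controls 10.04.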

At 6 h, the most significant enriched Biological Process was GO:0044255 ~ cellular lipid metabolic process represented by 31 DEGs (Additional file 2). Among them, it is listed Glycerol-3-phosphate acyltransferase mitochondrial precursor (GPAT-1), that represents the first step of the metabolic pathway for the synthesis of glycerolipids [31]. 

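The transcript of mitochondrial glycerol-3-phosphate acyltransferase (GPAT, SAPD10252) had a log2 fold change of 1.15 at 6 h (standard error 0.23, limma adjusted p = 0.00214), 2.63 at 24 h (adjusted p = 3.32e-07) and 2.87 at 21d (adjusted p = 5.22e-08). At 0 h it was also over-expressed, by 1.64 (adjusted p = 0.000227). Without replicate 3 of the cold-exposed pools at 6 h its log2 fold change there was 0.95, under the threshold. The call at 6 h was also lost with spike-in scaling (1.01, adjusted p = 0.46, in a range from 0.000166 over 14 alternative settings) and with normexp background correction (0.78), and the call at 0 h when only the arrays of that time point were fitted. The change from 6 h to 24 h, 1.47 on the log2 scale, did not pass the test of the difference (adjusted p = 0.052, in a range from 0.0152 to 0.999 over 5 alternative settings).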

Its transcript was significantly over-expressed at 6 h, but also at 24 h and 21d. Similar evidence (over-expression at 6 h, 24 h, and 21d) was observed for *acyl-CoA synthetase long-chain family member 4* (ACSL4), a gene that was reported to be over-expressed in *nonalcoholic fatty liver* (NAFL) [32]. The opposite pattern (constant down-regulation at 6 h-21d) was observed for other genes in the list, *acyl-CoA dehydrogenase C-2 to C-3 short chain* (ACADS), *acyl-CoA dehydrogenase long chain* (ACADL), and *enoyl-coenzyme A hydratase*, all playing important roles in lipid beta-oxidation. 

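Of these genes, enoyl-coenzyme A hydratase domain containing 2 (ECHDC2, SAPD10756) is paired with a transcript ID in Additional file 1. Its normalized log2 signal fell from 12.04 ± 0.08 (SD, n = 3) in controls to 10.84 ± 0.31 in cold-exposed pools at 6 h, a log2 fold change of −1.19 (standard error 0.21, limma adjusted p = 0.000678). This call was lost with spike-in scaling. At 21d the log2 fold change was −2.74 (limma adjusted p = 2.31e-08). At 0 h it was −0.71 (adjusted p = 0.0442), under the fold-change threshold. The larger decrease at 21d than at 24 h passed the test of the difference, at −1.60 (standard error 0.29, adjusted p = 0.00168). With spike-in scaling it did not pass this test (−0.90, adjusted p = 0.513). The transcripts of the other genes were not analysed here.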

On the same line of evidence is the observed under-expression at 6 h-21d of *hydroxysteroid (17-beta) dehydrogenase 4* (HSD17B4), which is involved in the peroxisomal pathway of lipid catabolism. 

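The PPARD transcript (SAPD07810) had a normalized log2 signal of 6.24 ± 0.97 (SD, n = 3) in cold-exposed pools and 8.24 ± 0.55 in controls at 6 h, a log2 fold change of −1.99 (standard error 0.61, limma adjusted p = 0.0338). At 21d it was −1.70 (adjusted p = 0.0424). Both calls were lost in most fits with 1 pool left out. In the fits that lost them the log2 fold change still lay between −2.00 and −1.51 at 6 h and between −1.79 and −1.42 at 21d. At 6 h 2 of the 6 fits with 1 pool left out kept the call, and the adjusted p reached 0.171 without replicate 2 of the cold-exposed pools. At 21d 1 of 6 did, and it reached 0.144 without replicate 1 of the controls. The call at 6 h was kept in 8 of 15 alternative settings and the call at 21d in 9, with adjusted p up to 0.243 and 0.435. At 24 h PPARD was not called, with a log2 fold change of 0.22 and an adjusted p of 0.829.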

Another gene belonging to the cellular lipid metabolic process is, noteworthy, *peroxisome proliferator-activated receptor delta* (PPARD), which is significantly under-expressed at 6 h and also at 21d. Activation of PPARD was recently reported to attenuate hepatic fat deposition [33].

Finally, a sea bream transcript encoding *fatty acid binding protein 6* (FABP6) was significantly under-expressed at 6 h, as well as at all other time points (Additional file 1). 

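FABP6 (SAPD23469) was under-expressed at every time point. On no array of the cold-exposed pools were both of its probes well above background, so changes are given as bounds at 0 h and 21d, where both probes were so on all 3 control arrays. Signals were at least 3.30-fold lower in cold-exposed pools at 0 h (limma adjusted p = 0.00248) and 3.76-fold at 21d (5.05e-05). At 6 h (adjusted p = 0.000704) and 24 h (8.29e-05) no fold is given, as both probes were well above background on only 2 and 1 of the 3 control arrays. Each of the 4 calls held with any 1 pool left out, and the call at 0 h was lost when only the arrays of 0 h were fitted. With normexp background correction, which shrinks the changes of dim probes, FABP6 did not pass both thresholds at any of the 4 time points.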

At least three other transcripts encoding FABPs (FABP1, FABP2; FABP7) were found to be under- or over-expressed, especially at 21d (see Figure 3). 

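Among these, FABP2 (SAPD01410) was under-expressed at 24 h, with a log2 fold change of −1.99 (standard error 0.60, limma adjusted p = 0.018), and at 21d, with −1.78 (adjusted p = 0.0317). At 0 h it had −1.09 (adjusted p = 0.325) and at 6 h −0.30 (adjusted p = 0.784). With 1 pool left out, 3 of 6 fits kept the call at 24 h, with an adjusted p of 0.0787 without replicate 1 of the cold-exposed pools. At 21d 1 of 6 kept it, with an adjusted p of 0.131 without replicate 3 of the controls. With slide as a fixed block the adjusted p at 24 h was 0.067, in a range from 0.00897 to 0.132 over 14 alternative settings, and spike-in scaling lost both calls. The transcript of FABP7 was not analysed here.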

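In control pools FABP1 (SAPD02100) had a normalized log2 signal of 16.20 ± 0.11 (SD, n = 3) at 0 h, 16.22 ± 0.20 at 6 h, 16.22 ± 0.16 at 24 h and 16.36 ± 0.27 at 21d. FABP2 had 9.10 ± 1.11 and FABP6 5.36 ± 0.52 in the control pools of 0 h. Signals of different probes depend on the probe as well as on the amount of transcript.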

The most relevant for fatty acid transport within hepatic cells is FABP1, which is the main FABP expressed in the liver [34], as confirmed by absolute fluorescence values in this study (Figure 3). Multiple lines of evidence support the hypothesis that FABP1 acts as a long-chain fatty acid transporter, specifically targeting its ligands to beta-oxidation pathways [34]. 

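At 21d FABP1 had a normalized log2 signal of 13.93 ± 0.75 (SD, n = 3) in cold-exposed pools, a log2 fold change of −2.43 (standard error 0.28, limma adjusted p = 4.19e-06) that stayed between −2.82 and −2.07 with each pool left out. It was not called at 0 h, 6 h or 24 h, where the log2 fold change was −0.16, 0.02 and −0.24. The change from 24 h to 21d was −2.20 (standard error 0.40), with an adjusted p of 0.00171 that ran from 0.00097 to 0.104 over 5 alternative settings. It was lost with spike-in scaling.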

In the liver of cold-exposed sea breams FABP1 drops dramatically after 21 days (Figure 3).

**Figure 3:**
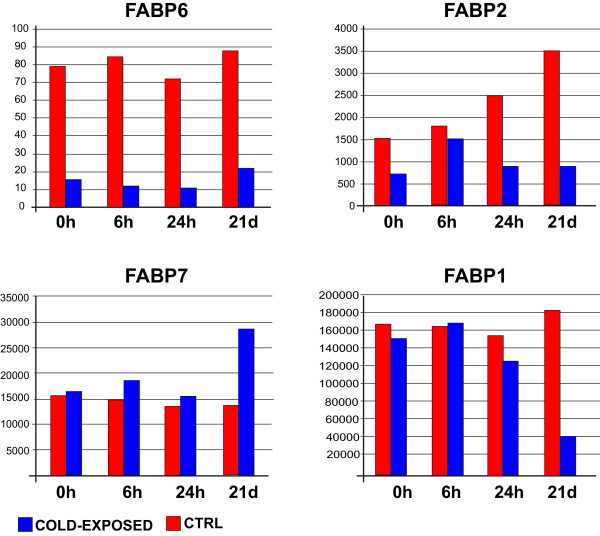
**Average of gene expression values of FABP1, FABP2, FABP6 and FABP7 at each sampling time (0 h = 0 hours; 6 h 6 hours; 24 h 24 hours; 21d = 21 days) in control and cold-exposed groups.**

In consideration of the extremely large number of differentially expressed genes at 24 h and 21d, enrichment analysis was performed separately for over- and under-expressed DEGs (Additional file 2), although the results were similar when considering all DEGs together (data not shown). At 24 h, the most significantly enriched biological process (BP) for over-expressed genes was GO:0006396 ~ RNA processing with 47 DEGs, the majority of which represented proteins involved in RNA splicing (Additional file 2). In fact, the second most significant BP was GO:0008380 ~ RNA splicing with 34 transcripts. Other noteworthy BPs were GO:0046907 ~ intracellular transport and GO:0008219 ~ cell death. In the latter BP it is included *Growth arrest and DNA damage-inducible beta* (GADD45B) gene, which plays a key role in the response to cellular stress and it has been recently reported to be transcriptionally activated by oxidative stress in hepatic cells [35]. While GADD45B has an essential pro-survival role, other over-expressed genes have opposite actions. For instance, *BCL2-like 14* (BCL2L14) belongs to the pro-apoptotic branch of the Bcl2 family, *cell death-inducing DFFA-like effector c* (CIDEC), *phosphatase and tensin homolog* (PTEN), *tumor protein p53 binding protein 2* (TP53BP2), all favor apoptosis at different levels, while *caspase 6* (CASP6) is one of executioner enzymes for programmed cell death. 

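BCL2L14 (SAPD10604) had a log2 fold change of 2.57 at 24 h (standard error 0.50, limma adjusted p = 0.000769). CIDEC (SAPD23118) had 13.46 ± 0.60 (SD, n = 3) in cold-exposed pools and 11.73 ± 0.50 in controls at 24 h, a log2 fold change of 1.73 (standard error 0.35, limma adjusted p = 0.00117). CIDEC was also over-expressed at 0 h (1.29), 6 h (1.41) and 21d (2.82). Its call at 0 h (adjusted p = 0.0299) was kept in 2 of 6 fits with 1 pool left out, and had an adjusted p of 0.111 without replicate 3 of the controls. Slide and scan day as fixed blocks lost it too (adjusted p = 0.166 and 0.151, in a range from 0.0203 over 14 alternative settings). At 0 h these blocks are the same check, not separate ones. Replicate 3 of each group lay alone on its slide and scan day, so both blocks take it out of the cold effect at 0 h. Spike-in scaling and fitting only the arrays of 0 h also lost the call, and these 2 settings lost the call of CIDEC at 6 h as well. BCL2L14 was over-expressed at 21d by 1.87 on the log2 scale (adjusted p = 0.00791) and not called at 6 h (adjusted p = 0.443). Both probes of BCL2L14 were well above background on 1 of the 3 control arrays at 24 h and at 21d, so these values rest on dim control signals. At 0 h they were so on 0 of 3 control and 2 of 3 cold-exposed arrays, and BCL2L14 was called (adjusted p = 0.0212), but no fold is given. Without replicate 3 of the controls at 0 h BCL2L14 had an adjusted p of 0.125, and with slide or scan day as a fixed block 0.0864 or 0.0715, in a range from 0.0147 to 0.129 over 14 alternative settings. Its calls held in 10 of 15 alternative settings at 0 h, 15 at 24 h and 13 at 21d. The other genes of this list were not analysed here.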

In the same list is also the transcript encoding CHOP, which was found to be over-expressed as early as 0 h and is among the genes that are differentially expressed at all time points (Additional file 1). 

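At 24 h the CHOP transcript (DDIT3) was called over-expressed (limma adjusted p = 0.00226), and at 21d it was at least 1.69-fold higher in cold-exposed pools (adjusted p = 0.00542). The latter is a bound, as its kept probe was not well above background on any control array at either time point. At 24 h it was on 2 of 3 cold-exposed arrays, and no fold is given. At 6 h it was not called, with a log2 fold change of 1.09 (standard error 0.56, limma adjusted p = 0.205), and the probe was well above background on 2 of 3 cold-exposed and 1 of 3 control arrays. The call at 24 h was also lost with slide as a fixed block, at an adjusted p of 0.114, the highest of 13 alternative settings. With normexp background correction CHOP did not pass both thresholds at 0 h, 24 h or 21d.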

In fact, persistent over-expression of CHOP is considered a marker of chronic and/or excessive activation of UPR, and CHOP has been shown to promote cell death [36]. Particularly, the UPR branch leading to CHOP transcription has been shown to be involved in diverse liver diseases (*e.g.* fatty liver disease (FLD) [36, 37]). The most significant BPs for under-expressed genes at 24 h concerned lipid metabolism (GO:0044255 ~ cellular lipid metabolic process, GO:0032787 ~ monocarboxylic acid metabolic process, GO:0006629 ~ lipid metabolic process, GO:0008610 ~ lipid biosynthetic process). 

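ECHDC2 had a log2 fold change of −1.14 at 24 h (standard error 0.21, limma adjusted p = 0.000443), and −0.98, under the threshold, without replicate 2 of the controls. It was also under the threshold with slide as a fixed block (−0.88), with scan day (−0.89) and with slide as a random block (−0.98), and the call was lost with spike-in scaling. Glyceronephosphate O-acyltransferase (GNPAT, SAPD11923) had a normalized log2 signal of 4.16 ± 0.46 (SD, n = 3) in cold-exposed pools at 24 h and 6.98 ± 0.75 in controls, a log2 fold change of −2.82 (standard error 0.37, limma adjusted p = 1.8e-05). Both of its probes were well above background on 1 of the 3 cold-exposed arrays, and with normexp background correction the value was −0.92, under the threshold. At 21d GNPAT was not called (log2 fold change 0.26), and its difference between 21d and 24 h was 3.07 (standard error 0.52, adjusted p = 0.00105). ACSS2 (SAPD21599) had no probe well above background on all 3 arrays of any group. Without the filter on dim probes its log2 fold change was −1.39 at 24 h (standard error 0.41, adjusted p = 0.022) and −1.18 at 6 h (adjusted p = 0.0805).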

Several under-expressed transcripts encoded the same proteins already described for 6 h (ECHDC2, ACSS2, HSD17B4), and additional ones involved in lipid beta- or alpha-oxidation, (*e.g. carnitine O-acetyltransferase*, *enoyl CoA hydratase 1*, *peroxisomal hydroxyacid oxidase 2*), or in the synthesis of phospholipids (*glyceronephosphate O-acyltransferase*, *phosphatidylethanolamine N-methyltransferase*).

Gene expression profiles were even more divergent between controls and cold-exposed fish after 21 days at constant low temperature. 

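Over the kept transcripts, the root mean square log2 difference between the means of cold-exposed and control pools was 0.63 at 0 h, 0.75 at 6 h, 0.91 at 24 h and 0.95 at 21d. Log2 fold changes at 21d and 24 h had a Pearson correlation of 0.497 across transcripts, which are not independent replicates. Among the DEGs called at both of these time points, 36 changed direction.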

While several of BPs enriched at earlier time points remain significant (e.g. lipid metabolism, RNA processing), the most significantly over-represented pathways/processes involve protein metabolism, in particular protein catabolism and folding. Such evidence lends further support to the hypothesis of UPR activation in sea bream hepatic cells under cold stress. In fact, Gene set enrichment analysis (GSEA; see methods) using the reactome "Unfolded Protein Response (UPR)" gene set was marginally significant at 24 h (FDR < 25%) and highly significant at 21d (adjusted p < 0.01) (Additional file 3). In addition to the mentioned CHOP, GSEA identified as significantly over-expressed in cold-exposed fish two other key UPR effectors, *X-box binding protein 1* (XBP1) and *activating transcription factor 4* (ATF4). It has been recently shown that prolonged activation of ATF4 and CHOP leads to cell death through a specific mechanism [38]. While UPR normally decreases protein synthesis, joint over-expression of ATF4 and CHOP activates protein synthesis-related genes, in addition to the UPR transcriptional program. Increased protein synthesis, with consequent ATP depletion, coupled with enhanced oxidative stress, leads to cell death [38]. Remarkably, in cold-exposed animals at 21d nine *aminoacyl-tRNA synthetase* (ARS) genes (YARS, WARS, TARS, AARS, VARS, SARS, GARS, IARS, CARS) are over-expressed, largely overlapping with those reported to be CHOP/ATF4 common targets by Han *et al.* [38]. Likewise, expression of six genes encoding *eukaryotic translation initiation factors* (EIFs) was significantly increased (SAM pairwise test, Additional file 1), including EIF2S2, EIF4G2, and EIF5, which were found to be activated upon CHOP/ATF4 over-expression in human cells.

GSEA also confirmed the main lines of evidence from the analysis of SAM-derived DEGs. When sets comprising genes included in reactomes "Triglyceride Biosynthesis" and "Mitochondrial Fatty Acid Beta Oxidation" were employed, GSEA revealed highly significant enrichment at 21d (Additional file 3). Similar evidence was obtained when analysing the set of putative target genes of the transcription factor CHOP (TFT: V$CHOP_01), while the analogous analysis on genes putatively regulated by the NRF2 (TFT: V$NRF2_01), the key regulator of oxidative stress response, GSEA was highly significant already at 6 h. With regard to proteins involved in protection against reactive oxygen species (ROS), a gene-by-gene analysis revealed that classical anti-oxidant enzymes such as *superoxide dismutase* (SOD1 and SOD2) are not modified at the transcriptional level, while catalase mRNA is significantly under-expressed (Additional file 1). On the other hand, other enzymes with similar function, such as *peroxiredoxin 5* (PRDX5) and *glutathione peroxidase 4* (GPX4) are over-expressed at 21d. Both PRDX5 and GPX4 have a major role in protecting mitochondria from ROS damage.

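The superoxide dismutase transcript of Additional file 4 (SAPD22939), which is listed there without the isoform, did not pass both thresholds at any time point. Its log2 fold change was 0.50 at 0 h (standard error 0.17, limma adjusted p = 0.0798), 0.60 at 6 h (adjusted p = 0.0202), 0.35 at 24 h (adjusted p = 0.128) and 0.75 at 21d (adjusted p = 0.00221). All 3 cold-exposed pools had a higher signal than all 3 control pools at each of the 4 time points. Scaling by spike-in controls, which shifts the median log2 fold change of all transcripts at 21d by 0.76, raised its value at 21d to 1.23, past the threshold (adjusted p = 0.0349, in a range from 6.53e-05 to 0.122 over 14 alternative settings). Catalase was not analysed here.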

Metabolic depression and reduced oxygen consumption have been reported in gilthead sea breams exposed to temperatures lower than 12°C [39] and apparently no temperature compensation of metabolic rate occurs in this species. In eurythermal fish such compensation is normally obtained through enhanced aerobic respiration and mitochondrial biogenesis. To explore whether transcripts involved in these processes are differentially expressed in cold-exposed sea breams, GSEA was carried out using two reactome gene sets, "TCA cycle and respiratory electron transport" and "Mitochondrion organization and biogenesis". Genes included in the latter process were marginally enriched at all time points and significantly at 24 h, while transcripts related to aerobic respiration and tricarboxylic acid (TCA) cycle, were differentially expressed at 6 h-21d (Additional file 3). Similarly related to mitochondrial biogenesis are *prohibitins* (PHB1 and PHB2), which have been shown to play a key role in mitochondrial biology [40]. PHB1 was found to be significantly over-expressed under pairwise SAM test in cold-exposed animals at 24 h and 21d.

Another well-known response to cold temperature in fish is the over-expression of *α-* and *β-tubulins* (TUBA and TUBB) and *Δ-9 desaturase* (SCD), which is involved in homeoviscous adaptation (HVA) [21, 28]. 

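TUBA1 (SAPD00918) was over-expressed at 0 h, 6 h, 24 h and 21d by 2.16, 2.18, 1.90 and 2.25 on the log2 scale. Its standard error was 0.28 and its largest limma adjusted p was 0.000125, at 0 h. TUBA6 (SAPD20016) had log2 fold changes of 2.17, 2.18, 2.45 and 3.05, with a standard error of 0.24 and a largest adjusted p of 4.49e-05. At 21d TUBA6 had a normalized log2 signal of 15.10 ± 0.20 (SD, n = 3) in cold-exposed pools and 12.05 ± 0.22 in controls. All 8 values kept their call with any 1 pool left out. TUBB5, TUBB2B and SCD were not analysed here.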

In fact, TUBA6 and TUBA1 are over-expressed at all time points (0 h-21d), TUBB5 and TUBB2B at 0 h-21d, while SCD is over-expressed at 24 h and 21d, with a FC > 120 at the latter time point. Likewise, mRNA encoding for *high mobility group box 1* (HMGB1; [21]) was found to be significantly over-expressed at 24 h and 21d (Additional file 1).

### Validation of microarray results using Real-time RT-PCR

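Each of the 10 target genes of Additional file 4 had both of its probes kept by the filter. Over the 10 genes at 24 h and 21d, the log2 fold changes of the probes had the same sign in 19 of 20 comparisons. The exception was ACP at 24 h, with 0.05 (standard error 0.26) for probe 1 and −0.04 (standard error 0.23) for probe 2.

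**Figure D4:**
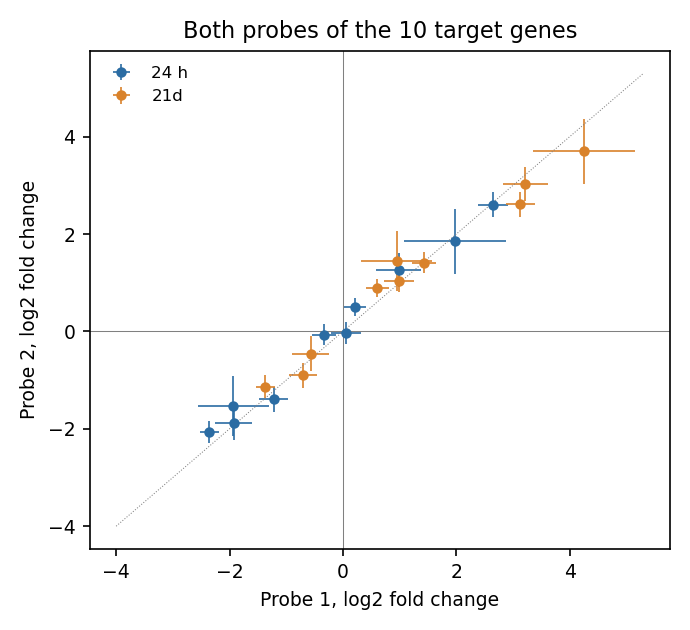
Log2 fold change of cold-exposed over control pools by probe 1 (horizontal axis) and probe 2 (vertical axis) of the 10 target genes at 24 h and 21d. Bars are standard errors from limma, and the dotted line marks equal values.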

Target genes for qRT-PCR analysis were selected considering transcripts with a FC between 0.2 and 13 and represented by two independent probes in the normalized data set. According to these criteria, 10 genes were selected (Additional file 4) and tested on 2 time points.

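On the arrays 12 of the 20 comparisons of the 10 target genes, at 24 h and 21d, passed both thresholds of limma. At 21d the log2 fold change was 3.97 for ILF2 (SAPD18820, standard error 0.77, limma adjusted p = 0.000702) and 3.12 for FAS (SAPD21212, standard error 0.36, adjusted p = 3.98e-06). Both probes of ILF2 were well above background on 1 of the 3 control arrays at 21d and at 24 h, so its values rest on dim control signals. ILF2 at 24 h (1.92, adjusted p = 0.0716) was not called by limma. FAS at 24 h had 1.12 (adjusted p = 0.0269), and 2 of 6 fits with 1 pool left out kept that call, with an adjusted p up to 0.072 without replicate 3 of the controls, and 11 of 15 alternative settings did. The ketoacyl-CoA thiolase KAT (SAPD20246) had −2.21 at 24 h (standard error 0.19, adjusted p = 2.03e-07) and −1.25 at 21d, a call lost with spike-in scaling. CD59 (SAPD20810) had −1.90 at 24 h (standard error 0.33, adjusted p = 0.000264) and −0.51 at 21d, where it was not called. PKC (SAPD23278) had −1.74 at 24 h (standard error 0.61, adjusted p = 0.0382), and 1.19 at 21d (adjusted p = 0.149). The call of PKC at 24 h was kept in 1 of 6 fits with 1 pool left out, with an adjusted p of 0.147 without replicate 1 of the cold-exposed pools, and in 9 of 15 alternative settings. Its value at 21d was called by SAM, with spike-in scaling and when only the arrays of that time point were fitted. ILF2 at 24 h was called by SAM and in 5 other alternative settings. Set beside the means that Additional file 4 gives for qRT-PCR, the sign of the array value was the same in 19 of 20 comparisons and in all 12 that passed both thresholds.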

For all target genes tested, the direction of change in expression was concordant between qRT-PCR data and microarray results. Overall, a statistically significant correlation was obtained comparing the expression levels of each gene across all biological replicates. Five genes showed highly significant correlation coefficients (Spearman rho > 0.8) for both probes (p-value < 0.01) with qPCR data (Additional file 4). One gene (*Glycerol-3-phosfateacyl transferase*; GPAT) exhibited a high correlation (Spearman rho > 0.8, p-value < 0.01) for one probe and a significant correlation (0.7 < rho >0.8 with p-value <0.01) for the other one. One gene (SOD) had a significant correlation for one probe (0.5 < rho < 0.8 with p-value < 0.01) and a positive correlation for the other one (rho = 0.5, p-value > 0.01). The remaining three genes (*26S proteasome complex subunit*, *malate dehydrogenase*, *ACP*) showed a not significant, albeit positive correlation for both probes.

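On the arrays the 26S proteasome complex subunit (26S, SAPD23647) had a log2 fold change of −0.20 at 24 h (standard error 0.20, limma adjusted p = 0.485) and 1.42 at 21d (adjusted p = 2.69e-05). Malate dehydrogenase (MDH, SAPD02236) had −1.31 at 24 h (standard error 0.23, adjusted p = 0.000342) and −0.80 at 21d (adjusted p = 0.0129), which was under the fold-change threshold. The call of MDH at 24 h was lost with spike-in scaling and with normexp background correction. ACP (SAPD11592) had 0.01 at 24 h and 1.02 at 21d (standard error 0.23, adjusted p = 0.00292). The value of ACP at 21d was 0.77 under the 75th percentile normalization, 0.86 with the authors' values and 0.89 with normexp background correction, each under the threshold. Its call was also lost where every kept probe had to pass, and was kept in 11 of 15 alternative settings. With 1 pool left out, 3 of 6 fits kept its call, with 0.96 without replicate 3 of the controls.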

## Discussion

Gene expression analyses of gilthead sea bream exposed to low temperature suggested the conservation of the main mechanisms/processes contributing to setting the thermal limits in ectotherms [41]. These include a broad activation of genes involved in RNA processing, especially at 24 h and 21d. RNA chaperones and, in general, modified RNA processing are thought to be required to compensate for increased stability of RNA secondary structures at low temperatures. Likewise, over-expression of SCD leads to increasing polyunsaturated fatty acids in lipid by-layers, which decrease membrane fluidity contributing to HVA. Up-regulation of HMGB1 was suggested to be involved in compensating the effects of cold on DNA [21], as HMGB1 seems to increase "openness" of DNA to transcription on a genome-wide level. An active transcriptional program for mitochondrial biogenesis was identified as well. Significant alterations in the expression of mRNAs encoding proteins involved in aerobic respiration were found, although, as already observed in other teleosts, the net effect of such changes was not clear.

The investigation of acute stress and mortality at thermal extremes might not reflect the molecular and organismal mechanisms underlying the capacity to respond to less extreme temperatures, which might represent the relevant thermal boundary for a certain species in nature [41]. The experiment presented here builds upon existing knowledge at different levels (biochemical, histological, proteomic) on a well-studied syndrome, the winter disease, which represents a case study for the limited ability to respond to low temperatures. Earlier work already identified tissue- and organ-specific alterations as well as organismal-level effects of low temperatures, suggesting that metabolic unbalances in the liver are one of the central events for cold-induced disease and lethality in the gilthead sea bream [13].

Here, whole-transcriptome evidence is provided on acute and sub-acute reaction in such a key organ, showing a massive response especially after three weeks at low temperature. It should be noted that such a response does not represent the broad alterations of expression profile generally observed in pre-mortal conditions, as no mortality occurred and all fish gradually recovered when water temperature was backed to 16°C [42].

Gene expression analyses highlighted the activation of the anti-oxidant response already at 0 h, and was sustained until 21d (Additional file 2 and Additional file 3).

Recent studies in ectotherms demonstrated increased oxidative stress as temperature moves away from thermal optimum [41, 43]. Noteworthy, the measurement of oxidative stress and the proteomic analyses of sea bream liver exposed to low temperature, revealed a significant increase of lipid peroxidation and nitric oxide in cold-exposed animals. 

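Glutathione S-transferase (GST, SAPD06931) had a normalized log2 signal of 7.87 ± 0.52 (SD, n = 3) in cold-exposed pools at 21d and 10.06 ± 0.14 in controls, a log2 fold change of −2.19 (standard error 0.34, limma adjusted p = 8.69e-05). It was not called at 0 h (−0.35), 6 h (−0.88) or 24 h (−0.29). The fall from 24 h to 21d passed the test of the difference, at −1.90 (standard error 0.48, adjusted p = 0.0157), and with slide as a fixed block had an adjusted p of 0.0747. Over 5 alternative settings the adjusted p ran from 0.00679 to 0.543, the latter with spike-in scaling, where the call at 21d was also lost. At 6 h GST was called under-expressed with slide as a fixed or as a random block, and without replicate 1 of the controls (log2 fold change −1.15).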

Expression of anti-oxidant proteins was less clear as *glutathione S-transferase* and *catalase* were significantly under-expressed, in agreement with transcriptomic results presented here, while other enzymes potentially involved in oxidative stress response were over-expressed [10]. A vast literature in human medicine suggests a relevant role for oxidative stress in liver disease, especially in hepatic steatosis. Such a knowledge is much pertinent as one of the major histological findings in winter disease is increased lipid content in sea bream liver [11, 44]. More specifically, it has been reported that human hepatocytes exposed to H_2_O_2_ show decreased expression of PPARA and of its target genes [45]. PPARA positively regulates fatty acid oxidation, therefore down-regulation of PPARA and beta-oxidation-related transcripts as observed in human hepatocytes as well as in cold-exposed sea bream liver, might reduce lipid beta-oxidation with consequent lipid accumulation, leading to hepatic steatosis [46, 47]. This hypothesis is consistent with the liver condition of fish observed in this study.

All the mentioned reactions (*i.e.* anti-oxidant response, increased mitochondrial function, stability-compensation at the RNA and DNA level, membrane compositional changes), however, have been already reported in cold-adapted teleosts or in eurythermal fish with good tolerance for low water temperatures. What is different in the gilthead sea bream that makes it unfit for cold? The most interesting finding in the present study is the evidence for a key role of UPR in the acute and sub-acute response to cold. To our knowledge, this is the first time that UPR is observed after exposure to low temperatures. The UPR or endoplasmic reticulum (ER) stress response is a complex mechanism that is conserved across multicellular organisms and is aimed at preventing ER overload with misfolded or damaged proteins [30]. It is particularly important for cells that have high levels of secreted protein synthesis. This is the case of hepatocytes, which actively secrete several serum proteins (*e.g.* albumin, coagulation enzymes, complement, components), and in particular, lipoproteins to re-circulate lipids. UPR signaling consists of three main branches with diverse modes of activation (*e.g.* differential splicing, protein phosphorylation, protein maturation), which converge on a broad transcriptional program to counteract ER stress. Influx of newly synthesized proteins into the ER is decreased, ER-specific chaperones and proteins favoring disulfide bond formation (*e.g*. ERO1-like beta, protein disulfide isomerases) are over-expressed, irreversibly damaged peptides are degraded by up-regulated ERAD components. UPR in hepatocytes has been extensively studied because of its potential relationship with liver disease. ER stress response represents a protective, pro-survival response, which is aimed at restoring cell homeostasis. UPR, however, is a double edge sword. When it is unable to relieve ER overload, chronic UPR activation leads to cell death [36]. Which are the potential triggers for UPR in the case of cold-exposed gilthead sea bream? Low temperature is known to affect protein folding. Protein denaturation at 6°C might not be severe enough to compromise protein function directly, for instance altering enzymatic activity, but it likely represents a stress signal for UPR. Oxidative stress might also contribute to UPR activation as free radicals oxidize cell proteins, and oxidized proteins are unlikely to pass ER quality control. Oxidative protein damage might be paradoxically amplified by some UPR effectors. For instance, ERO1-like proteins (ERO1L alpha and beta) generate ROS in the ER as part of the disulfide bond formation. Remarkably, ERO1L-beta was significantly over-expressed at 21d in cold-exposed fish. Furthermore, protein synthesis and folding require energy. In cold-exposed sea breams ATP might be depleted because of lack of metabolic rate compensation [39]. Finally, prolonged fasting causes depletion of glycogen [12] and in the long term, reduced energy production from glucose could not be compensated by fatty acid oxidation, because such metabolic pathway is down-regulated (PPARA and its target genes). As already mentioned, anti-oxidant response represses beta-oxidation, and UPR appears to act synergistically in this direction through CHOP [48]. Repression of lipid beta-oxidation likely contributes also to accumulation of triglycerides in sea bream hepatocytes. During cold-induced fasting perivisceral lipid stores are mobilized and fatty acids are taken up in the liver [12, 49], this study]. As their catabolic pathway is repressed, fatty acids follow the anabolic route, which is up-regulated at the transcriptional level. The observed up-regulation of PPARG and genes involved in triglyceride biosynthesis (Additional file 1 and GSEA results in Additional file 3) might be a response to increased levels of circulating lipids, although ER stress might contribute as well. The relationships between hepatic lipid biosynthesis and UPR is still controversial, although unresolved ER stress in UPR-effectors null mice is associated with over-expression of genes encoding key enzymes for triglyceride biosynthesis, coupled with significant up-regulation of CHOP and ATF4 [50]. As mentioned earlier, prolonged over-expression of these two transcription factors ultimately leads to cell death through up-regulation of genes involved in protein synthesis, a pattern observed here after three weeks of cold-exposure.

## Conclusions

Low water temperature apparently generates a perfect storm in the gilthead sea bream, where oxidative stress, altered lipid metabolism, ATP depletion, and protein denaturation converge to induce ER stress, UPR mechanisms further promote conditions for cell damage, and the inability to resolve ER stress leads to liver dysfunction and eventually to death.

Under such a scenario, which might be the factors that makes the gilthead sea bream unable to cope with cold, compared to related fish species? Lack of temperature compensation for aerobic metabolism with consequent ATP depletion has been already proposed [39]. Limited capacity to prevent ROS-induced damage in this species might also be hypothesized. Catalase and SODs are key scavenger enzymes, as clearly demonstrated in several studies, yet SODs were unchanged and catalase was down-regulated at the mRNA (this study) and protein level [10]. Finally, UPR might be less effective in the gilthead sea bream, as possibly suggested by similarity in gene expression patterns with UPR-null mice. ER stress response is highly conserved across the animal kingdom, but it also shows significant variation between natural populations in a single species [51]. It is therefore likely that even larger variation occurs between different species.

## Methods

### Animals and experimental conditions

The experiment was performed at the Aquaculture Experimental Centre of Veneto Agricoltura located in Valle Bonello (Rovigo, Italy) from January to March 2008. The experiment was carried out following the standards laid down in the Directive 98/58/EC concerning the protection of animals kept for farming purposes, in accordance with the Commission Recommendation 2007/526/EC on guidelines for the accommodation and care of animals used for experimental and other scientific purposes.

Two groups of wild sea breams (121 g body weight; 21 cm total length) caught in Valle Bonello were kept in duplicate groups in four 5 m^3^ circular recycling tanks and acclimated over one month at 16°C [42]. Fish were then exposed for 21 days to two different temperature treatments: 16 ± 0.3°C (control groups) and 6.8 ± 0.3°C (cold-exposed groups). Because cold-exposed groups stop eating, as naturally occurs during winter season, the control groups were fasted during the trial, in order to distinguish the single effects of low temperature. Warm and cold water temperature conditions were maintained by supplying tanks with two separate re-circulating systems equipped with mechanical and biological filters. Cold water conditions were achieved by inducing two consecutive temperature drops: water was firstly gradually cooled from 16°C to 12°C at a rate of 1°C day ^-1^ and then reduced from 12°C to 6.8°C within 24 h. This temperature was then kept for 21 days. The experimental design is reported in Additional file 5.

### Tissue collection and RNA extraction

Ten fish per treatment were sampled at different intervals during acute (0 hour; 0 h; 6 hours, 6 h; 24 hours, 24 h), and chronic exposure (21 days, 21d) to 6.8°C (see Additional file 5). Fish were firstly anaesthetized in a solution of tricaine methanesulphonate (300 mg/l; MS 222, Finquel) in a 30-litre bucket and then euthanized by severing their spinal cord. Liver samples (about 30 mg) were collected from each specimen, incubated in RNA later at 4°C for 24 h and then stored at -20°C.

Total RNA was extracted from tissue samples using the RNAeasy Mini Kit (Qiagen, Hilden, Germany). RNA concentration was determined using a UV–vis spectrophotometer NanoDrop® ND-1000 (NanoDrop Technologies, Wilmington, USA). RNA integrity and quality was evaluated by means of Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) according to Ferraresso *et al.* [29]. RNA integrity number (RIN) index, that provides a numerical assessment of RNA integrity, was calculated for each sample. This value facilitates the standardization of the quality interpretation; only RNAs with RIN >8 were used for further microarray experiments. Once single RNA samples were extracted and measured, 3 pools (one pool consisting of four individuals, two pools_ of three individuals) per each sampling-time point were prepared. This was aimed at getting a sufficient statistical power which is reached by a minimum of three biological replicates *per* analysed point and at reducing microarray analysis cost.

### Microarray analysis and data validation

To perform DNA microarray analyses the microarray platform GPL6467 has been used [29]. The annotation process of all transcripts represented in microarray was performed as described by Ferraresso et al. (2008). To update the previous annotation, new blastn have been performed against the cDNA database of *Danio rerio*, *Oryzias latipes*, *Tetraodon Nigrovidis*, *Takifugu rubripes* and *Gasterosteus aculeatus* (cut off e-value of <1.0E - 10). A final number of 8,425 out of 19,734 (42.6%) have been annotated in at least one reference database.

Sample labelling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol for a total of 24 pools (3 biological replicates for each conditions and time point). Briefly, for each pool 500 ng of total RNA were linearly amplified and labeled with Cy3-dCTP. A mixture of 10 different viral poly-adenilated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labeling, to monitor microarray analysis work-flow. Labeled cRNA was purified with Qiagen RNAeasy Mini Kit, and sample concentration and specific activity (pmol Cy3/μg cRNA) were measured in a NanoDrop® ND-1000 spectrophotometer. A total of 1,650 ng of labeled cRNA was prepared for fragmentation adding 11 μl 10X Blocking Agent and 2.2 μl of 25X Fragmentation Buffer, heated at 60°C for 30 min, and finally diluted by addition with 55 μl 2X GE Hybridization buffer. A volume of 100 μl of hybridization solution was then dispensed in the gasket slide and assembled to the microarray slide (each slide containing four arrays). Slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassembly the slides and then washed in GE Wash Buffer 1 for approximately 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2.

An Agilent G2565BA DNA microarray scanner was used to scan arrays at 5 μm resolution, *Feature Extraction Software 9.5.1* was then used to process and analyse array images. The software returns a series of spot quality measures in order to evaluate the goodness and the reliability of spot intensity estimates. *Spike-in* control intensities (*Spike-In* Viral RNAs) were used to identify the best normalization procedure for each dataset. After cyclic lowess normalization, *spike* intensities are expected to be uniform across the experiments of a given dataset. 

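The 10 spike-in probes, each spotted many times, gave 320 spots per array. Before normalization the mean log2 signal of the spike-in spots had an SD of 0.66 over the 24 arrays and a range of 2.23. Relative to the spike-in mean, the mean log2 signal of the transcript probes was lowest at −2.50, in a control pool of 6 h, and highest at −0.91, in cold-exposed pools of 21d. Scaling each array by its spike-in mean therefore moved the median log2 difference between cold-exposed and control pools to 0.43 at 0 h, −0.14 at 6 h, 0.12 at 24 h and 0.76 at 21d. After cyclic loess on the transcript probes this median was between −0.01 and 0.01 at every time point.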

Filtering and normalization analyses were performed using R statistical software [52]. Gene expression data were deposited in the GEO database under accession numbers GSE51442.

Principal Component Analysis (PCA) was performed considering the entire gene expression dataset using TMeV software. SAM statistical tests [53] were carried out to identify differentially expressed genes between cold and control groups (False Discovery Rate (FDR) equal to 5% and fold-change (FC) threshold of log_2_ FC =1, which corresponds to FC = 2). A more systematic functional interpretation of differentially transcribed genes was obtained through an enrichment analysis using Database for Annotation, Visualization, and Integrated Discovery (DAVID) software [54, 55] considering the GO Biological Process Database. In order to obtain IDs compatible with DAVID, BLASTN (cut off e-value of 1.0 E-5) was used on ENSEMBL database to search for significant matches with the transcriptomes of the 5 teleost species (see Additional file 6). For annotating sea bream transcripts showing significant matches with more than one species, priority was assigned first to *G. aculeatus* (GA), then *T. rubripes* (TR), *T. nigroviridis* (TN), *O. latipes* (OL) and *D. rerio* (DR). Retrieved protein sequences from Ensembl genome browser ( http://www.ensembl.org/biomart/martview), were then employed to carry out a Blastp (cut off e-value of 1.0 E-3) between teleost homologues of sea bream transcripts and human Ensembl protein database. Finally, Ensembl Human Gene IDs were obtained from the corresponding Ensembl protein entries using the BIOMART data mining tool ( http://www.ensembl.org/biomart/martview/).

Homologous genes were found for 7,295 transcripts in at least one teleost species, while human homologous have been identified for 6,835 transcripts. These identifiers were used to define a "gene list" and a "background" in the bioinformatic tool DAVID, corresponding to differentially transcribed genes and to all the transcripts that were represented on the array, respectively. Annotation steps performed for DAVID functional analyses are summarized in Additional file 6. The functional annotation was obtained for genes differentially expressed between cold and control groups setting DAVID for gene count = 2 and ease = 0.1. Gene set enrichment analysis (GSEA) was performed on the entire gene expression dataset using the Gene Set Enrichment Analysis v2.0.13 software [56] downloaded from the Broad Institute [57]. GSEA analysis was performed by using gene symbols retrieved by blastx against UniProt database. For enrichment analysis REACTOME gene sets were downloaded from the C2 collections in MsigDB v3.1 (Molecular Signature Database). Pathway analysis was performed for each gene set independently. Signal2Noise metric was employed for gene ranking, and 1000 permutations were applied for pathway p-value assignment.

In order to validate microarray data, ten target genes (see Additional file 7) were selected for real-time RT-PCR analysis. qPCR assays were performed in a total of 12 samples (control and cold-exposed groups at 24 h and 21d), the same employed for microarray experiments. For each selected target gene and for the reference gene (RPL13a, Ribosomal Protein L13a), a qRT-PCR assay was designed using the SYBRGreen system of detection. Gene-specific primers were defined for each transcript with the Primer3 software. To design intron-spanning primers, putative intron-exon boundaries were inferred by comparison with homologs of sea bream genes present in high-quality draft genome sequences from other fish species (*Tetraodon nigroviridis, Danio rerio, Oryzias latipes, Takifugu rubripes* and *Gasterosteus aculeatus*).

One microgram of total RNA for each sample was reverse transcribed to cDNA using Superscript II (Invitrogen™). An aliquot (2.5 μl) of diluted (1:40) cDNA template was amplified in a final volume of 10 μl, containing 5 μl of mastermix SYBRGreen® Master 2X (Invitrogen) and 0.25 μl of each gene-specific primer (10 μM). The amplification protocol consisted of an initial step of 2 min at 50°C and 10 min at 95°C, followed by 45 cycles of 10 s at 95°C and 30 s at 60°C. All experiments were carried out in a LightCycler® 480 (Roche Diagnostics). To evaluate the efficiency of each assay, standard curves were constructed amplifying two-fold serial dilutions of the same cDNA which was used as calibrator (Sa_CAL). For each sample, the Cp (Crossing point) was used to determine the relative amount of target gene; each measurement was made in duplicate, and normalized to the reference gene (RPL13a), which was also measured in duplicate. RPL13a was chosen as reference gene in qRT-PCR assays as it is considered a housekeeping gene, and it did not exhibit any significant change in microarray data between exposed to low temperature and control individuals. To validate pool homogeneity and exclude particular differences between single samples that constitute the same pool, these were individually tested in real-time RT-PCR. In addition, to make sure that all targets genes were expressed in the calibrator, Sa_CAL, the internal control for each amplification reaction, was constructed pooling the same amount of three RNA liver samples for each time point and condition.

A non parametric Spearman rank-correlation test was applied for each target gene on all 12 samples employed for microarray experiments in order to assess the correlation between the expression values measured respectively with real-time RT-PCR and microarray probes. Statistical analyses were performed using SPSS ver. 12.0.

### Post-mortem examination

Post-mortem examination was performed on fish experimentally exposed to low temperature and controls to evaluate growth and liver steatosis (fatty liver). Body weight (g) and total length (cm) were recorded at the beginning and end of trial.

The severity of steatosis was evaluated based on liver appearance, colour and consistency [58]. Liver was further weighed and hepatosomatic index (HSI) calculated as HSI = LW/BW*100, where LW is the liver weight (g) and BW is the body weight.

The Student’s t-test was applied to determine the effects of cold exposure on growth, LW and HSI and the χ2-test to test the frequency of liver steatosis

### Data accessibility

Gene expression analyses were performed using the Agilent-016251 *Sparus aurata* oligo microarray (GEO accession: GPL6467). Microarray raw and normalized fluorescence values were deposited in the GEO database ( http://www.ncbi.nlm.nih.gov/geo) under accession number GSE51442.

## Electronic supplementary material

Additional file 1: **Differentially expressed genes found between control and cold-exposed gilthead seabream at 0 h, 6 h, 24 h and 21 d.** Probes reported in red were over-expressed in cold-exposed samples. Probes reported in green were under-expressed in cold-exposed samples. Fold change, q-value (%)are also reported. For each significant probes has been reported the annotation considering amino-acid non redundant database (cut off e-value of <1.0E - 10), and Ensembl protein database of *Danio rerio*, *Oryzias latipes*, *Tetraodon Nigrovidis*, *Takifugu rubripes* and *Gasterosteus aculeatus*.

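Fold changes in this list are on a linear scale, cold-exposed over control, so that under-expressed transcripts have values under 1. The q-value is the false discovery rate, in percent, at which SAM would call the transcript. On a log2 scale the paper's fold change for HMOX1 (SAPD06238) is 1.98 at 0 h and −1.16 at 6 h, beside 1.97 and −1.43 here. For KEAP1 (SAPD06010) at 0 h the paper's value is 1.01.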

Additional file 2: **Enriched Biological Processes (BP) among differentially expressed genes at 0 h, 6 h, 24 h and 21 d.** At 24 h and 21d, enrichment analysis was carried separately for over- and under-expressed DEGs.

Additional file 3: **Gene set enrichment analysis (GSEA) of DEGs found between control and cold-exposed gilthead seabream at 0 h, 6 h, 24 h and 21 d.**

Additional file 4: **Table A.** Correlation between microarray and real-time RT-PCR expression data, using Spearman rank-correlation test. **Table B.** Comparison of gene expression values between qRT-PCR and microarray probes for selected target genes.

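The probe columns of these tables compare independent oligonucleotides designed on the same transcript, over the 12 arrays of 24 h and 21d. For 5 of the 10 genes (26S, PKC, ACP, CD59 and SOD) cold-exposed and control pools did not fall into separate clusters, so that a correlation over the 12 arrays could be given. Spearman's rho between the probes was 0.937 for 26S, 0.867 for PKC, 0.958 for ACP and CD59, and 0.783 for SOD, and Pearson's r was 0.931, 0.898, 0.962, 0.961 and 0.772 for 26S, PKC, ACP, CD59 and SOD. SOD had the largest p of the 10 genes (two-sided permutation test, p = 0.00382 for rho and 0.0029 for r, each the same after Benjamini-Hochberg adjustment over the 10), and PKC had the next largest of these 5 (p = 0.00058 for rho, adjusted p = 0.000725). Without the 2 arrays farthest from the median on probe 1, SOD had a rho of 0.636 (permutation test, adjusted p = 0.054) and a Pearson's r of 0.654. Within the 6 control pools, 5 of the 10 genes passed at an adjusted p under 0.05 for rho in exact permutation tests, and within the 6 cold-exposed pools 1 did. For Pearson's r 5 passed within the controls and 5 within the cold-exposed pools.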

Additional file 5: **Experimental design representing fish acclimatization and sampling times.**

Additional file 6: **Information about the annotation of gilthead seabream transcriptome performed in order to obtain IDs compatible for the functional analyses.** Blastn (cut off e-value of <1.0E - 10) have been performed against the cDNA database of *Danio rerio (DR)*, *Oryzias latipes (OL)*, *Tetraodon Nigrovidis (TN)*, *Takifugu rubripes* (TR) and *Gasterosteus aculeatus* (GA). Retrieved protein sequences from Ensembl genome browser, Blastp was then carried out (cut off e-value of 1.0 E-3) between teleost homologues of sea bream transcripts and human Ensembl protein database.

Additional file 7: **Primer sequences of the ten transcripts analysed by real-time RT-PCR to validate Microarray data.** 26S: *26S proteasome complex subunit*; FAS: *Fatty acid synthase*; GPAT: *Glycerol-3-phosfateacyl transferase*; PKC: *Protein kinase C*; KAT: *3-ketoacylCoA thiolase*; ILF2: *Interleukin-2*; MDH: *Malate dehydrogenase*; SOD: *Superoxide dismutase*; CD59; ACP; RPL13a: *Ribosomal Protein L13a.*

## Abbreviations

HSI: Hepatosomatic index
FC: Fold change
FDR: False Discovery rate
DEGs: Differentially expressed genes
HMOX1: Heme oxygenase (decycling) 1
CEBPG: CAAT/enhancer binding protein gamma
DDIT3/CHOP: DNA-damage-inducible transcript
UPR: Unfolded Protein Response. KEAP1, Kelch-like ECH-associated protein 1
NFE2L2/NRF2: Nuclear factor erythroid 2-like 2
GPAT-1: Glycerol-3-phosphate acyltransferase mitochondrial precursor
ACSL4: Acyl-CoA synthetase long-chain family member 4
NAFL: Nonalcoholic fatty liver
ACADS: Acyl-CoA dehydrogenase C-2 to C-3 short chain
ACADL: Acyl-CoA dehydrogenase long chain
HSD17B4: Hydroxysteroid (17-beta) dehydrogenase 4
PPARD: Peroxisome proliferator-activated receptor delta
PPARG: Peroxisome proliferator-activated receptor gamma
PPARA: Peroxisome proliferator-activated receptor alpha
FABP6: Fatty acid binding protein 6
FABP1: Fatty acid binding protein 1
FABP2: Fatty acid binding protein 2
FABP7: Fatty acid binding protein 7
BP: Biological process
GADD45B: Growth arrest and DNA damage-inducible beta
BCL2L14: BCL2-like 14
CIDEC: Cell death-inducing DFFA-like effector c
PTEN: Phosphatase and tensin homolog
TP53BP2: Tumor protein p53 binding protein 2
CASP6: Caspase 6
FLD: Fatty liver disease
XBP1: X-box binding protein 1
ATF4: Activating transcription factor 4
IRE1: Inositol-requiring enzyme 1
ERAD: Endoplasmic reticulum associated degradation
ARS: Aminoacyl-tRNA synthetase
EIF: Eukaryotic translation initiation factors
ROS: Reactive oxygen species. SOD1, Superoxide dismutase 1
SOD2: Superoxide dismutase 2
GSEA: Gene set enrichment analysis
PRDX5: Peroxiredoxin 5
GPX4: Glutathione peroxidase 4
PHB1: Prohibitins 1
TUBA: α- tubulins
TUBB: β-tubulins
SCD: Δ-9 desaturase
HVA: Homeoviscous adaptation
GPAT: Glycerol-3-phosfateacyl transferase
26S: 26S proteasome complex subunit
MDH: Malate dehydrogenase
ACP: Acyl-carrier-protein
HMGB1: High mobility group box 1.

# Supplementary material for: Liver transcriptome analysis in gilthead sea bream upon exposure to low temperature
**Source:** BMC Genomics. 2014 Sep 6;15(1):765. doi: 10.1186/1471-2164-15-765
**Supplement:** Supplementary file 4 — Additional file 4: Table A. Correlation between microarray and real-time RT-PCR expression data, using Spearman rank-correlation test. Table B. Comparison of gene expression values between qRT-PCR and microarray probes for selected target genes.

**TABLE A. Correlation between microarray and real-time RT-PCR expression data**

| <b>SAPD ID</b>   | <b>Gene Name</b>                           | <b>Spearman's rho<br/>Probe_1/Probe_2</b> | <b>qPCR/Probe_1</b> | <b>qPCR/Probe_2</b> |
|------------------|--------------------------------------------|-------------------------------------------|---------------------|---------------------|
| <b>SAPD23647</b> | 26S proteasome complex subunit (26S)       | 0.930**                                   | 0.347               | 0.270               |
| <b>SAPD21212</b> | Fatty acid synthase (FAS)                  | 0.951**                                   | 0.895**             | 0.951**             |
| <b>SAPD10252</b> | Glycerol-3-phosphateacyl transferase GPAT) | 0.804**                                   | 0.937**             | 0.747**             |
| <b>SAPD23278</b> | Protein kinase C (PKC)                     | 0.893**                                   | 0.930**             | 0.858**             |
| <b>SAPD20246</b> | 3-ketoacylCoA thiolase (KAT)               | 0.944**                                   | 0.867**             | 0.832**             |
| <b>SAPD11592</b> | ACP                                        | 0.958**                                   | 0.298               | 0.326               |
| <b>SAPD20810</b> | CD-59                                      | 0.965**                                   | 0.839**             | 0.881**             |
| <b>SAPD18820</b> | Interleukin-2 (ILF2)                       | 0.973**                                   | 0.879**             | 0.821**             |
| <b>SAPD02236</b> | Malate dehydrogenase (MDH)                 | 0.818**                                   | 0.053               | 0.249               |
| <b>SAPD22939</b> | Superoxide dismutase (SOD)                 | 0.453                                     | 0.502               | 0.712**             |

\*\* p <0.01

**TABLE B. Comparison of gene expression values between qRT-PCR and microarray probes for selected target genes.**

|         |                 | SAPD23647 |       |       |       | SAPD21212 |       |       |       | SAPD10252 |       |       |       | SAPD23278 |       |       |       | SAPD20246 |       |       |       |
|---------|-----------------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|
|         |                 | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       |
|         |                 | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  |
| Probe 2 | Mean expression | 0.758     | 0.839 | 2.440 | 1.004 | 2.369     | 1.067 | 5.137 | 0.732 | 6.451     | 1.220 | 5.555 | 0.990 | 0.428     | 1.072 | 2.593 | 1.076 | 0.312     | 1.294 | 0.412 | 0.903 |
|         | SD              | 0.089     | 0.142 | 0.378 | 0.031 | 0.230     | 0.094 | 0.364 | 0.325 | 1.089     | 0.217 | 0.137 | 0.036 | 0.153     | 0.068 | 0.912 | 0.410 | 0.038     | 0.380 | 0.070 | 0.141 |
| Probe 1 | Mean expression | 0.645     | 0.849 | 2.495 | 1.029 | 1.777     | 0.953 | 6.306 | 0.775 | 5.361     | 0.983 | 7.513 | 0.941 | 0.282     | 0.964 | 3.119 | 1.864 | 0.231     | 1.128 | 0.376 | 0.972 |
|         | SD              | 0.100     | 0.133 | 0.098 | 0.060 | 0.323     | 0.173 | 0.573 | 0.314 | 0.521     | 0.050 | 0.362 | 0.222 | 0.082     | 0.080 | 1.216 | 1.139 | 0.025     | 0.120 | 0.002 | 0.159 |
| qPCR    | Mean expression | 1.374     | 1.240 | 4.084 | 0.839 | 2.261     | 0.938 | 9.112 | 0.725 | 3.849     | 0.932 | 7.094 | 0.833 | 0.307     | 0.800 | 5.882 | 2.263 | 0.212     | 1.536 | 0.564 | 0.731 |
|         | SD              | 0.343     | 0.208 | 1.780 | 0.154 | 0.153     | 0.182 | 3.983 | 0.249 | 0.492     | 0.097 | 2.491 | 0.215 | 0.090     | 0.262 | 1.231 | 1.468 | 0.062     | 0.873 | 0.163 | 0.245 |

  

|         |                 | SAPD11592 |       |       |       | SAPD20810 |       |       |       | SAPD18820 |       |       |       | SAPD02236 |       |       |       | SAPD22939 |       |       |       |
|---------|-----------------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|-----------|-------|-------|-------|
|         |                 | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       | 24h       |       | 21d   |       |
|         |                 | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  | Cold      | Ctrl  | Cold  | Ctrl  |
| Probe 2 | Mean expression | 0.858     | 0.924 | 1.779 | 0.961 | 0.259     | 0.885 | 0.568 | 0.888 | 2.244     | 0.768 | 9.313 | 0.860 | 0.430     | 1.036 | 0.609 | 1.190 | 1.334     | 1.029 | 1.654 | 0.999 |
|         | SD              | 0.180     | 0.099 | 0.109 | 0.033 | 0.031     | 0.141 | 0.048 | 0.415 | 0.530     | 0.372 | 0.902 | 0.302 | 0.125     | 0.090 | 0.143 | 0.167 | 0.128     | 0.177 | 0.221 | 0.081 |
| Probe 1 | Mean expression | 0.926     | 0.941 | 1.640 | 0.917 | 0.257     | 0.920 | 0.578 | 0.944 | 1.990     | 0.935 | 11.86 | 0.858 | 0.526     | 1.105 | 0.618 | 1.068 | 0.971     | 0.901 | 1.491 | 1.104 |
|         | SD              | 0.131     | 0.061 | 0.199 | 0.095 | 0.046     | 0.072 | 0.056 | 0.415 | 0.236     | 0.092 | 0.550 | 0.501 | 0.192     | 0.092 | 0.125 | 0.080 | 0.052     | 0.091 | 0.204 | 0.206 |
| qPCR    | Mean expression | 1.352     | 1.191 | 2.754 | 1.166 | 0.414     | 0.923 | 0.707 | 0.730 | 2.566     | 0.948 | 15.34 | 0.897 | 0.555     | 0.746 | 0.711 | 0.967 | 1.652     | 1.013 | 2.469 | 0.924 |
|         | SD              | 0.158     | 0.176 | 0.027 | 0.304 | 0.252     | 0.112 | 0.197 | 0.374 | 0.344     | 0.056 | 1.564 | 0.121 | 0.249     | 0.226 | 0.384 | 0.033 | 0.182     | 0.179 | 0.572 | 0.269 |

# Supplementary material for: Liver transcriptome analysis in gilthead sea bream upon exposure to low temperature
**Source:** BMC Genomics. 2014 Sep 6;15(1):765. doi: 10.1186/1471-2164-15-765
**Supplement:** Supplementary file 6 — Additional file 6: Information about the annotation of gilthead seabream transcriptome performed in order to obtain IDs compatible for the functional analyses. Blastn (cut off e-value of <1.0E - 10) have been performed against the cDNA database of Danio rerio (DR), Oryzias latipes (OL), Tetraodon Nigrovidis (TN), Takifugu rubripes (TR) and Gasterosteus aculeatus (GA). Retrieved protein sequences from Ensembl genome browser, Blastp was then carried out (cut off e-value of 1.0 E-3) between teleost homologues of sea bream transcripts and human Ensembl protein database.

| STATISTICAL                                       | GA    | OL    | TN    | DR    | TR    |
|---------------------------------------------------|-------|-------|-------|-------|-------|
| N° of annotated SAPD (blastn; e-value of 1.0 E-5) | 6,186 | 5,338 | 5,274 | 3,986 | 5,491 |
| N° of SAPD annotated with at least one species    | 7,295 |       |       |       |       |
| N° of SAPD with human homologs gene               | 6,835 |       |       |       |       |

# Supplementary material for: Liver transcriptome analysis in gilthead sea bream upon exposure to low temperature
**Source:** BMC Genomics. 2014 Sep 6;15(1):765. doi: 10.1186/1471-2164-15-765
**Supplement:** Supplementary file 7 — Additional file 7: Primer sequences of the ten transcripts analysed by real-time RT-PCR to validate Microarray data. 26S: 26S proteasome complex subunit; FAS: Fatty acid synthase; GPAT: Glycerol-3-phosfateacyl transferase; PKC: Protein kinase C; KAT: 3-ketoacylCoA thiolase; ILF2: Interleukin-2; MDH: Malate dehydrogenase; SOD: Superoxide dismutase; CD59; ACP; RPL13a: Ribosomal Protein L13a.

| Gene name | Primer sequence                                        |
|-----------|--------------------------------------------------------|
| KAT       | For_CCAGCAATCACaGAAGCTCTTA<br>Rev_CTTTGCcACaGCCAGgTACT |
| GAPT      | For_GATCCAgTAcGGAGTTCTCTACG<br>Rev_AAAGGGGCTCgGGaAACT  |
| MDH       | For_CCGTCTGGACCACAACAGA<br>Rev_GCCCCAGATGATCACATTCT    |
| 26S       | For_CAACTGGGATGATGACAAtG<br>Rev_cGTcAGCCGtTAAtGAtGTCTC |
| FAS       | For_TGTGTGCCTTCaTCCAGCA<br>Rev_AGTGCAGtaAGTcTCGGCTGAT  |
| PKC       | For_AACAGGTCGGCAAGTTCAAG<br>Rev_CAGATCCCCGaTACACGATGC  |
| ILF2      | For_CaTACAAGAAGGGCACCATGA<br>Rev_TGGACAGCACTTCaGTAGGG  |
| CD59      | For_gCAGGAGTGCACGTATGAAG<br>Rev_TGGGtGAGGCGaGAGTTATC   |
| SOD       | For_ACtCTCAgTGGgCccttgT<br>Rev_CGTTGCCcGTCTTTAGACTC    |
| ACP       | For_TTGGACCAGGTGGAGATCAT<br>Rev_AaACGTCCTTCTTGTCTGCaA  |
| RPL13a    | For_TTCTACCGCAACAAGCTGAA<br>Rev_CCCTGACAGTCCTCCAGAAG   |

How the deposited data were processed for this re-analysis (not part of the article)

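Liver RNA of gilthead sea bream was measured on 24 one-colour oligonucleotide arrays, 1 for each of 3 pools of cold-exposed fish and 3 pools of controls at 0 h, 6 h, 24 h and 21d. Pools held 3 or 4 fish, so that each group covered 10 fish. The paper kept each treatment in duplicate tanks with its own water system, and the spread between pools does not measure that between tanks. Arrays were assigned to groups by their titles. For the 6 arrays of 21d another field of the labels repeats the code of 24 h, and the 3 control pools of 21d were assigned by title alone. The authors scanned the arrays and extracted the intensity of every feature with Agilent Feature Extraction 9.5.1.1, and per the file headers this software subtracted the background, removed spatial trends within each array and put surrogate values in place of features not above background. The deposited scanner values are therefore linear intensities that were not normalized between arrays. The deposited series table holds intensities that the authors normalized between arrays by cyclic lowess, on a linear scale, with no value for control features and for spots that were not found. Each column of the series table was checked against the arrays, and its correlation was at least 0.883 with its own array and at most 0.607 with any other. Between 1568 and 5150 features of an array had no value there.

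Computation was done in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Background-subtracted signals of the 39379 probes were taken to log2 and normalized with limma's cyclic loess. Control features and the 20 probes for Arabidopsis were left out, and 336 spots that the software marked as outliers were set to missing. A probe was kept if the software marked it as well above background on all 3 arrays of at least 1 of the 8 groups. The kept probes of a transcript were averaged, which gave 11379 transcripts with both probes and 2649 with 1. A linear model with 1 mean per group was fitted to the 24 arrays, with residual variances moderated by limma's empirical Bayes step, which added 3.07 prior degrees of freedom to the 16 residual ones. Every adjusted p of a single transcript is from limma with Benjamini-Hochberg adjustment over the 14028 transcripts, separately for each comparison, unless another test is named. Differential expression required an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Comparisons were cold-exposed against control at each time point, the difference in this effect between successive time points, and controls between time points by an F test, on the adjusted p alone, and by pairs, with both thresholds. Between 52.1% and 80.4% of the probes of an array were well above background, and the median standard error of a log2 fold change was 0.31.

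A SAM test was written after the description of samr, with its fudge factor, 20 permutations for a comparison of 3 pools against 3 and 100 for the controls, an FDR of 5% and the same fold-change threshold. PCA used centred log2 values of the 14008 transcripts with a value on every array. Scores were compared by exact permutation of the pools, two-sided, and the probes of a transcript by permutation tests with 100000 draws, or by exact ones within groups of 6. The steps were tested on simulated data with a known change. Alternatives covered normalization by the 75th percentile, by quantiles, by the spike-in mean or as in the authors' table, and normexp background correction with an offset of 50. They also covered no filter on dim probes or a filter over all 24 arrays, each probe tested on its own, only the arrays compared, SAM, no fold-change threshold, slide or scan day as blocks, the replicate letter as a block and each array left out in turn. The letters a, b and c of the pools did not pair cold-exposed with control pools at every time point. Of 12 such pairs 5 had a correlation of residuals over 0.1, from 0.171 to 0.476, and these were all of 0 h or 6 h. Of these 5, all but replicate 3 of 0 h shared a slide. The pools were treated as unpaired, so this sharing at 0 h and 6 h was modelled only where slide was a block.

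Genes named in the text are those the paper names in its results, its discussion or Additional file 4 whose transcript can be identified, by a transcript ID that Additional file 1 or 4 pairs with the protein's name, as the array files carry no gene names. To these were added, at each time point, the 2 over-expressed and the 2 under-expressed DEGs with the largest absolute log2 fold change among transcripts well above background on all 6 arrays of that time point. A transcript for which no array of one group had all kept probes well above background is given as a bound, taken against the lowest normalized signal that counted as well above background on those arrays, if all 3 arrays of the other group had them so, and otherwise without a fold. Additional file 1 was held in part, with the most under-expressed transcripts of 6 h, 24 h and 21d, and was used for transcript IDs and for single values. Named transcripts behind counts of 5 or fewer were picked after their values were seen. Functional enrichment, gene sets and the single qRT-PCR measurements were not analysed here.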

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

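The 2 tests of exchanged labels among cold-exposed pools were the only ones in this part chosen after their results were seen or known from another. The effect of cold was compared between successive time points by a test of the difference itself, in limma, and the results below are those in which 2 time points differed. The paper describes each time point and does not report such tests.

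Between 6 h and 0 h the effect of cold differed in 1 transcript, SAPD13689, with a difference of −2.13 on the log2 scale (standard error 0.32, adjusted p = 0.0346). It was picked for naming after its value was seen. Of 100 exchanges of the time points within cold-exposed and within control arrays, 10 gave a count as large, so chance is not excluded. With 1 array left out, the count was 0 in 9 of 12 fits, for instance without replicate 2 of the cold-exposed pools at 0 h, and 903 transcripts had an unadjusted p under 0.05. Between 24 h and 6 h 55 transcripts differed, 14 higher and 41 lower at 24 h, and 2 of 100 such exchanges gave as many, which argues against chance. This count varied with the pool left out, as it was 0 without replicate 2 of the controls at 6 h and 245 without replicate 1 (2270 had an unadjusted p under 0.05 with all arrays). It was 10 with slide as a fixed block, 15 with scan day and 273 with slide as a random block. It was 0 with spike-in scaling, 2 with normexp background correction, 11 with quantile normalization, 18 with the authors' values, 47 under the 75th percentile, 18 without the filter on dim probes and 99 with probes well above background on all 24 arrays. Slide, scan day, normalization, background and single pools therefore stay open for this count, and the time in the cold, as a biological explanation, was not tested apart from them.

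Between 21d and 24 h 1324 transcripts differed, 770 higher and 554 lower at 21d, and 3 of 100 exchanges gave as many, which argues against chance. Exchanges that mix time points also widen the spread within groups, which makes this a weak test here and for the 55. Slide or scan day as the whole cause would have brought the count down to that between 24 h and 6 h, but it was 1070 with slide and 1323 with scan day as a fixed block. Under the 75th percentile, quantile and authors' normalizations the lowest count was 1166. Scaling by the spike-in mean left 197, of which 193 were higher at 21d, and normexp background correction 749, so the size of this result depends on these settings. Dim probes as the cause would have lowered the share among bright transcripts, and this was 10.1% against 9.44% among all kept. With 1 array left out the count ran from 958, without replicate 1 of the controls at 24 h, to 1535, without replicate 3. A single mislabelled array as the whole cause would have brought the count down when left out, so it is argued against, although such an array could also have hidden calls. A field of the labels of the 6 arrays of 21d repeats the code of 24 h. They were placed by their titles, with the exposure time in the labels for the cold-exposed pools and the title alone for the 3 control pools, so exchanged labels were tested. Under the 19 other labellings of the 6 control pools of 24 h and 21d the count ran from 616 to 2030, and in no case fell to that between 24 h and 6 h. On the third component the nearest cold-exposed pools of the 2 time points lay 81.4 apart, with means of −33.9 ± 8.90 (SD, n = 3) at 24 h and 59.3 ± 1.99 at 21d, so none lay among those of the other, which argues against an exchange of 1 or 2 of these pools and says nothing on an exchange of all 3. With all 3 exchanged the count was 2030, as it must be from the same exchange in the controls, so this would not have made the difference either. An exchange of all 12 labels would leave the count and turn its direction, and the values do not decide on it. A change in the response of the liver between 24 h and 21d of cold may underlie this pattern, as a hypothesis from the data it was tested on. An overall change in the amount of RNA per array relative to the spike-in controls was not separated from it. Nor was a change in the fasted control fish, which would move the same differences. Between control pools of 21d and 24 h 129 transcripts passed both thresholds, the most of any control pair, so this explanation stays open too.

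Among named transcripts, 8 differed between 21d and 24 h. The differences on the log2 scale were −1.56 for KEAP1 (adjusted p = 0.000329), −2.20 for FABP1 (0.00171), −1.60 for ECHDC2 (0.00168), 3.07 for GNPAT (0.00105), −1.90 for GST (0.0157), 1.62 for 26S (0.00116), 2.00 for FAS (0.0165) and 2.93 for PKC (0.033). Cold-exposed and control pools did not overlap at 24 h for KEAP1, ECHDC2, GNPAT, FAS and PKC, nor at 21d for KEAP1, FABP1, ECHDC2, GST, 26S and FAS, a separation that chance gives for 10% of transcripts. With each of 12 arrays left out, 7 of the 8 held in every fit and PKC in 5. Over 5 alternative settings (slide as a fixed or a random block, scan day, spike-in scaling and the authors' values) the adjusted p ran from 7.83e-05 to 0.55 for KEAP1, from 0.00097 to 0.104 for FABP1, from 0.000249 to 0.513 for ECHDC2, from 0.000551 to 0.0179 for GNPAT, from 0.00679 to 0.543 for GST, from 0.000196 to 0.0363 for 26S, from 0.0163 to 0.0839 for FAS and from 0.00915 to 0.0501 for PKC. The highest values came with spike-in scaling for KEAP1, FABP1, ECHDC2, GNPAT, GST and 26S, with slide as a fixed block for FAS, and with the authors' values for PKC. With slide as a fixed block GST was also lost (0.0747), and FAS was lost with scan day (0.0528) and with spike-in scaling (0.0661). On 1 of the 3 cold-exposed arrays of 24 h both probes of GNPAT were well above background, so its difference rests on dim signals. The technical explanations above were tested on the count and not on each of these transcripts.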

How the results depend on the processing

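The alternatives were set before the data were examined, except the PCA of the authors' values on a linear scale, which was the only test here chosen after the result was seen. For each change of a result below, the cause was not tested unless it is stated. Counts are of transcripts, and DEGs are given in the order of the time points.

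Counts of DEGs were within 1.5 times the reported ones, and so were counts with an absolute log2 fold change of at least 2 and DEGs common to all 4 time points, under the 75th percentile, quantile and authors' normalizations, without the filter on dim probes, where any kept probe sufficed, and with slide, scan day or the replicate letter as a block. With arrays shifted by their spike-in mean, there were 146, 174 and 719 DEGs at 0 h, 6 h and 24 h, 152 with a large change at 6 h and 1080 at 21d, and 40 in common. Differences in the cold effect then numbered 0, 0 and 197, and the counts between controls were 0 by the F test, 1 for 6 h minus 0 h and 0 for each other pair. Spike-in scaling moved the median log2 fold change of all transcripts at 21d to 0.76, and the share of over-expressed DEGs to 83.6% at 0 h and 92.8% at 21d, from 55.7% and 52.0%. The spread between pools rose with it, from a median SD of 0.40 to 0.64 on the log2 scale. Normexp background correction gave 217, 266, 947 and 1016 DEGs, 15, 33, 85 and 142 with a large change and 54 in common. By its construction it shrinks the fold changes of dim probes. Differences between 24 h and 6 h then numbered 2 and between 21d and 24 h 749. Controls gave 36 by the F test, 4 for 6 h minus 0 h, 0 for 24 h minus 0 h, 29 for 21d minus 0 h, 0 for 24 h minus 6 h, 11 for 21d minus 6 h and 24 for 21d minus 24 h.

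With probes well above background on all 24 arrays, which leaves fewer transcripts (10141), there were 402, 803 and 1629 DEGs at 0 h, 6 h and 24 h, 38, 98, 219 and 281 with a large change, 136 in common, 99 differences between 24 h and 6 h, and 0 for 24 h minus 0 h in controls. Where every kept probe had to pass, 0 h gave 416 DEGs, 6 h gave 843 and 135 were in common. The differences in the cold effect were then 0, 10 and 802, and controls gave 45 by the F test, 1 for 6 h minus 0 h, 45 for 21d minus 0 h, 0 for 24 h minus 6 h, 17 for 21d minus 6 h and 47 for 21d minus 24 h. Where any kept probe sufficed, there were 0 differences between 6 h and 0 h and 2 control transcripts for 24 h minus 0 h. Without the filter, 18 differences between 24 h and 6 h were called, and in controls 4 for 6 h minus 0 h and 0 for 24 h minus 0 h.

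Fitting only the arrays compared, with fewer degrees of freedom, gave 43 DEGs at 0 h, 29 of them with a large change, 724 at 6 h and 26 in common. Controls then gave 2 by the F test, 2 for 6 h minus 0 h, 2 for 24 h minus 0 h, 14 for 21d minus 0 h, 0 for 24 h minus 6 h, 0 for 21d minus 6 h and 18 for 21d minus 24 h. SAM called 347 DEGs at 0 h, and in controls 2 over all time points, 3 for 6 h minus 0 h, 4 for 24 h minus 0 h, 23 for 21d minus 0 h, 0 for 21d minus 6 h and 46 for 21d minus 24 h. Without the fold-change threshold, there were 1001, 2072, 3960 and 4177 DEGs and 433 in common.

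With slide as a fixed block, 0 differences between 6 h and 0 h and 10 between 24 h and 6 h were called. Controls gave 2 by the F test, 0 for 6 h minus 0 h, 0 for 24 h minus 0 h, 0 for 21d minus 0 h, 38 for 24 h minus 6 h, 0 for 21d minus 6 h and 1 for 21d minus 24 h. Scan day as a fixed block gave 0 and 15 differences, and in controls 4 by the F test, 0 for each pair of 6 h, 24 h or 21d with 0 h, 0 for 24 h minus 6 h and 19 for 21d minus 6 h. Slide as a random block gave 5 and 273 differences, and in controls 12 for 6 h minus 0 h, 16 for 24 h minus 6 h and 61 for 21d minus 24 h. With the replicate letter as a block, there were 0 differences between 6 h and 0 h and 3 control transcripts for 6 h minus 0 h. The 75th percentile gave 0 for 24 h minus 0 h in controls. Quantile normalization gave 2 and 11 differences, for 6 h minus 0 h and 24 h minus 6 h, and 1 for 24 h minus 6 h in controls. The authors' values gave 18 differences between 24 h and 6 h. Where counts of 0 from limma are given, the reported comparisons had unadjusted p under 0.05 in 903 transcripts for the difference between 6 h and 0 h, 2270 for that between 24 h and 6 h, 1979 for the F test in controls, and 971, 1500, 1588, 1333, 1405 and 2151 for the control pairs 6 h minus 0 h, 24 h minus 0 h, 21d minus 0 h, 24 h minus 6 h, 21d minus 6 h and 21d minus 24 h.

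With 1 array left out, DEGs ranged from 504 to 677 at 0 h, from 923 to 1569 at 6 h, from 2093 to 2711 at 24 h and from 2221 to 2554 at 21d, with 184 to 226 in common. Large changes ranged from 110 to 154, from 210 to 365, from 455 to 655 and from 523 to 641, and the 365 came without replicate 1 of the controls at 6 h. Differences ranged from 0 (in 9 of 12 fits) to 1 between 6 h and 0 h, from 0 (without replicate 2 of the controls at 6 h) to 245 (without replicate 1) between 24 h and 6 h, and from 958 to 1535 between 21d and 24 h. Between controls the F test ranged from 24, without replicate 3 of 21d, to 170, without replicate 1 of 6 h. Control pairs ranged from 1 to 25 (6 h minus 0 h), 1 to 24 (24 h minus 0 h), 35 to 45 (21d minus 0 h), 0 to 11 (24 h minus 6 h), 10 to 114 (21d minus 6 h) and 27 to 158 (21d minus 24 h). The counts of 25, 11 and 114 came without replicate 1 of 6 h and those of 24 and 158 without replicate 3 of 24 h. The lowest counts came without replicate 2 of 0 h, replicate 1 of 24 h, replicate 2 of 21d, replicate 2 of 6 h, replicate 2 of 6 h and replicate 1 of 24 h, in the order of these pairs.

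The first 2 components of the PCA held 60.2% of the variance with spike-in scaling, 44.2% with the authors' values, 38.9% without the filter, 46.8% with probes bright on all 24 arrays, 65.4% with linear signals and 71.1% with the authors' values on a linear scale. The third held 9.38% with spike-in scaling, 13.7% with normexp, 10.7% without the filter, 13.4% with probes bright on all 24 arrays, 8.54% with linear signals and 7.11% with the authors' values on a linear scale. Cold-exposed pools of 21d differed from the other cold-exposed pools on component 1 with spike-in scaling (exact permutation test, two-sided, p = 0.0182). With the same scaling cold-exposed and control pools overlapped on it at 0 h, 6 h and 24 h (exact permutation p = 0.5, 0.8 and 0.4). With 1 replicate left out, the shares ranged from 46.2% to 47.5% and from 12.4% to 13.8%, the p of that test from 0.357 to 1, and the p of cold-exposed against control pools was 0.333 at each time point, the smallest that 2 pools against 2 allow. Between 8 and 10 of the 10 target genes then passed the test of probe 1 against probe 2.

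None of the 116 values of named transcripts reversed a call under these settings, and with probes bright on all 24 arrays 98 of them had a value. Spike-in scaling changed most calls of these, with 22 lost and 3 gained, followed by normexp with 17 lost, fitting only the arrays compared with 13 lost and 2 gained, and slide as a fixed block with 9 lost and 3 gained. Each other setting lost 7 or fewer and gained 3 or fewer. Of 68 called values, 52 were called with each array left out, and of 696 such fits 51 lost a call and 3 gained one. Signal over background limits what can be called: of the 14028 transcripts tested, 10141 had a probe well above background on all 24 arrays, and 10.1% of these differed between 21d and 24 h in their cold effect, against 7.80% of the other 3887. The planned tests of protein families, by camera with a preset or an estimated correlation and by fry, were not run.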

Differences from the paper's values

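The only test here chosen after the result was seen is the PCA of the authors' values on a linear scale. Alternatives set before the data were examined are named where they come within the paper's value, and those not named did not.

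At 0 h the paper gives 198 DEGs, 109 over- and 89 under-expressed, and 654, 364 and 290 were found here. The total came within 1.5 times of the paper's with spike-in scaling (146) and normexp background correction (217), the over-expressed with the same 2 settings (122 and 146), and the under-expressed with normexp (71) and SAM (109). At 21d the paper gives 4194 DEGs, of which 2359 were under-expressed, against 2652 and 1273 here. The total came within the paper's with spike-in scaling (2885, of which 2676 were over- and 209 under-expressed), where any kept probe sufficed (3055), with only the arrays compared (2963), with SAM (3318) and without the fold-change threshold (4177), and the under-expressed with SAM (1665) and without the threshold (1988). The paper gives 72 DEGs common to all time points and 221 were found here, within the paper's with normexp (54). For large fold changes at 0 h the paper gives 21 over- and 9 under-expressed transcripts, against 70 and 44 here, within the paper's with probes well above background on all 24 arrays (27 and 11) and with only the arrays compared (17 and 12). Between control time points the paper's SAM test gives 0 and limma's F test here 116, with 1979 at an unadjusted p under 0.05. Multi-class SAM gave 2 and spike-in scaling 0. By pairs of time points SAM called more than these 2 for 21d minus 24 h and for 21d minus 0 h, but not for 21d minus 6 h. Without replicate 3 of the controls at 21d the F test gave 24.

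The first 2 components of the paper's PCA explain 72.4% and the third 6.2%, against 43.5% and 11.7% here. The first value came within the paper's with spike-in scaling (60.2%), with linear signals (65.4%) and with the authors' values on a linear scale (71.1%), the last chosen after the values were seen. The second did with linear signals (8.54%) and with the authors' values on a linear scale (7.11%), the last again chosen after the values were seen.

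The log2 fold change of CEBPG (SAPD13921) at 0 h is −1.61 in the paper's Additional file 1 and −0.56 here. It was within the larger spread under the 75th percentile (−0.76), quantile (−0.71) and authors' (−0.63) normalizations, without the filter on dim probes (−0.63), and without replicate 1 of the cold-exposed pools (−0.68) or replicate 1 (−0.96) or 2 (−0.99) of the controls. With slide or scan day as a fixed block, it was 0.29. Both blocks take replicate 3 of each group, alone on its slide and scan day, out of the cold effect at 0 h. Without replicate 3 of the controls it was 0.25. Spearman's rho between the probes is 0.951 for FAS, 0.818 for MDH and 0.453 for SOD in the paper's Additional file 4, against 0.986, 0.916 and 0.783 here. For SOD the 75th percentile (0.538) and the authors' values (0.601) came within the paper's. No alternative did for FAS or MDH.

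The paper states that KEAP1 and HMOX1 were up-regulated at every time point. HMOX1 (SAPD06238) was called over-expressed at 0 h here, but its log2 fold change was −1.43 at 6 h (adjusted p = 0.0441), 0.10 at 24 h (0.9) and −0.61 at 21d (0.351), and no alternative called it over-expressed at these 3 time points. The paper's Additional file 1 has −1.16 for HMOX1 at 6 h. Without replicate 1 or replicate 2 of the cold-exposed pools at 6 h, among others, HMOX1 was not called under-expressed there. KEAP1 (SAPD06010) had a log2 fold change of 0.57 at 21d, under the fold-change threshold, and was called with spike-in scaling, which shifts the median log2 fold change of all transcripts at 21d by 0.76 (1.31, adjusted p = 0.0423, in a range from 0.00333 to 0.0641 over 14 alternatives).

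The paper lists CEBPG (SAPD13921) among the DEGs of 0 h. It was not called here, and adjusted p ran from 0.376 to 0.825 over 14 alternatives. CHOP (DDIT3, SAPD04287), which the paper counts among the DEGs of all time points, was not called at 6 h (log2 fold change 1.09, adjusted p = 0.205, in a range from 0.068 to 0.83 over 13 alternatives). ACSS2 (SAPD21599), which the paper lists as under-expressed at 24 h and at 6 h, had no kept probe. Without the filter on dim probes it was called at 24 h (−1.39, adjusted p = 0.022) and at 21d (−1.46, adjusted p = 0.0146), and not at 6 h (−1.18, adjusted p = 0.0805).

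The paper states that qRT-PCR and arrays went the same way for all target genes. This held in 19 of 20 comparisons, and 26S (SAPD23647) at 24 h had −0.20 on the arrays against the paper's qRT-PCR value of 0.15, both on a log2 scale. The paper's own means in Additional file 4 show the same for 26S, with −0.40 for its probe 1 at 24 h, and its probe 1 and qRT-PCR means went the same way in 18 of 20 comparisons. The other exception was ACP at 24 h, with the paper's −0.02 for probe 1 and 0.18 for qRT-PCR. The paper states that samples are ordered by time of exposure along the first component. Here, on the log2 scale, the mean score of cold-exposed pools was 62.7 at 24 h and 43.9 at 21d, with controls at −30.4 and −46.9. The pools of 21d did not differ from the other cold-exposed pools (exact permutation test, two-sided, p = 0.505). With spike-in scaling they did (exact permutation test, two-sided, p = 0.0182). The authors' values on a linear scale came nearest to the paper's shares of variance. Their cold minus control differences on component 1 were −193010, −62134, −273984 and −840915 at 0 h, 6 h, 24 h and 21d. The sign of a component is arbitrary, so the difference was largest at 21d, but the pools overlapped at each time point (exact permutation p = 0.8, 0.9, 0.3 and 0.3).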

Other observations

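The comparison of directions between time points was the only test in this part chosen after its result was seen. Splits of the arrays into other groups were counted for each comparison. At each time point 1 of 10 splits of the 6 arrays, the real one, gave as many DEGs, and likewise for large fold changes, so the number of arrays leaves no room to exclude chance by this count. For DEGs common to all 4 time points 1 of 100 splits gave as many, the real one. This count decides nothing, since each other split of 0 h and of 21d called 0 DEGs in limma, which fixes it. The directions argue against chance in the choice of pools, as 124 of these 221 DEGs were over-expressed at all 4 time points, 95 under-expressed at all 4 and 2 differed in direction, with other pools at each time point. Each treatment was kept in its own duplicate tanks and water system throughout. A lasting difference between tanks or water systems would give the same directions, and stays open. Of the transcripts called at both 0 h and 6 h, 423 of 424 went the same way.

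Among controls, 116 transcripts passed the F test over the 4 time points, and 1 of 100 splits of the 12 arrays, the real one, gave as many, which argues against chance, though weakly, as splits that mix time points also widen the spread within groups. By pairs, 2 of 10 splits gave as many for 6 h minus 0 h and for 24 h minus 0 h, and 1 of 10 for each other pair, where 10 splits leave chance open. Dim probes are argued against, as 0.858% of the transcripts bright on all 24 arrays passed and 0.827% of all kept ones. The count fell to 24 without replicate 3 of the controls at 21d, and to 42 and 40 without replicates 1 and 2 of that group, and rose to 170 without replicate 1 of the controls at 6 h. As it fell without each pool of 21d, no single array is picked out by this test, and a single array stays open. Slide and scan day overlap with time in the controls in part. With slide as a fixed block 2 transcripts passed and with scan day 4, but these blocks leave 7 and 8 residual degrees of freedom, and 95 passed with slide as a random block, so both stay open. A change in fasted controls over 21d stays among the open explanations, as untested. In pairs with few calls, 24 h minus 0 h had SAPD16701, and 24 h minus 6 h had SAPD02593, SAPD16209 and SAPD20968. These transcripts were picked for naming after their values were seen.

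Residuals of arrays of different groups had a mean correlation of 0.179 on 1 slide (21 pairs of arrays), 0.0427 on different slides scanned on 1 day (12 pairs) and −0.0194 on different days (219 pairs). The consensus correlation of arrays on 1 slide was 0.45 over transcripts, and that of arrays with the same replicate letter was 0.00868. With slide as a fixed block, the median standard error of a cold effect at 0 h was 0.26, against 0.31 without it.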
